# RNA-seq and metabolomic analyses of Akt1-mediated muscle growth reveals regulation of regenerative pathways and changes in the muscle secretome

**DOI:** 10.1186/s12864-017-3548-2

**Published:** 2017-02-16

**Authors:** Chia-Ling Wu, Yoshinori Satomi, Kenneth Walsh

**Keywords:** Akt1, Muscle growth, Skeletal muscle, RNA-seq, Metabolomics, Secreted protein, Pentose phosphate pathway, Cell cycle, Inflammation, Regeneration

## Abstract

**Background:**

Skeletal muscle is a major regulator of systemic metabolism as it serves as the major site for glucose disposal and the main reservoir for amino acids. With aging, cachexia, starvation, and myositis, there is a preferential loss of fast glycolytic muscle fibers. We previously reported a mouse model in which a constitutively-active Akt transgene is induced to express in a subset of muscle groups leading to the hypertrophy of type IIb myofibers with an accompanying increase in strength. This muscle growth protects mice in various cardio-metabolic disease models, but little is known about the underlying cellular and molecular mechanisms by which fast-twitch muscle impacts disease processes and regulates distant tissues. In the present study, poly (A) + tail mRNA-seq and non-targeted metabolomics were performed to characterize the transcriptome and metabolome of the hypertrophic gastrocnemius muscle from *Akt1*-transgenic mice.

**Results:**

Combined metabolomics and transcriptomic analyses revealed that Akt1-induced muscle growth mediated a metabolic shift involving reductions in glycolysis and oxidative phosphorylation, but enhanced pentose phosphate pathway activation and increased branch chain amino acid accumulation. Pathway analysis for the 4,027 differentially expressed genes in muscle identified enriched signaling pathways involving growth, cell cycle regulation, and inflammation. Consistent with a regenerative transcriptional signature, the transgenic muscle tissue was found to be comprised of fibers with centralized nuclei that are positive for embryonic myosin heavy chain. Immunohistochemical analysis also revealed the presence of inflammatory cells associated with the regenerating fibers. Signal peptide prediction analysis revealed 240 differentially expressed in muscle transcripts that potentially encode secreted proteins. A number of these secreted factors have signaling properties that are consistent with the myogenic, metabolic and cardiovascular-protective properties that have previously been associated with type IIb muscle growth.

**Conclusions:**

This study provides the first extensive transcriptomic sequencing/metabolomics analysis for a model of fast-twitch myofiber growth. These data reveal that enhanced Akt signaling promotes the activation of pathways that are important for the production of proteins and nucleic acids. Numerous transcripts potentially encoding muscle secreted proteins were identified, indicating the importance of fast-twitch muscle in inter-tissue communication.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3548-2) contains supplementary material, which is available to authorized users.

## Background

The ability of skeletal muscle to quickly adapt its structure and function to external stimuli allows for diverse movement, and this is associated with systemic metabolic and cardiovascular changes to meet the changing functional demands of the muscle. The mass and composition of skeletal muscle is broadly determined by regulatory systems that control the balance between muscle protein synthesis and degradation [1]. Skeletal muscle serves as the major protein and glycogen reservoir and the prime site for insulin-induced glucose disposal. In response to aging, inactivity, cancer or other advanced diseases, skeletal muscle mass is reduced, presumably to provide energy for physiological recovery. However, the net breakdown of muscle and the consequent loss of strength under such conditions can lead to metabolic dysfunction, and contribute to morbidity [2] and mortality [3].

Skeletal muscle is comprised of multiple fiber-type components that vary in their contractile properties, metabolic capacities and innervation by motor neurons. Based on myosin heavy chain (MyHC) isoform expression, adult mammalian myofibers can be subdivided into four major types: a slow, oxidative fiber expressing MyHC I and three fast glycolytic fibers expressing MyHC IIa, IIx, and IIb (in mouse). In humans, however, only type I, IIa and IIx myofibers are present [4]. There are also hybrid myofibers expressing mixed MyHC isoforms with intermediate characteristics (for example, MyHC IIa/IIx). Different myofiber types exhibit distinct transcriptional profiles. For example, transcripts enriched in the MyHC I fibers are primarily associated with ribosomal and contractile proteins, and enzymes involved in oxidative phosphorylation and fatty acid metabolism [5]. In contrast, genes expressed in MyHC IIb fibers tend to be more functionally diverse, but groups are associated with glycolysis/gluconeogenesis and insulin signaling [5]. Selective recruitment of different populations of fibers offers a wide range of performance capabilities from long lasting, low mechanical outputs with minimal fatigue (by slow, oxidative myofibers) to high-power, short-duration contractions (by fast, glycolytic myofibers). The fiber composition of a muscle is determined partly by genetic factors and is capable of changing in response to functional demands and stimuli. For example, resistance exercise induces functional and transcriptional changes targeted to the fast glycolytic fibers [6]. Moreover, myofiber type diversity affects the susceptibility of different muscles to muscle wasting state and disease. During aging, a preferential loss and atrophy of glycolytic, type II fiber is observed in both human and mice. Selective atrophy of type II [7] myofibers has also been reported in patients with steroid-induced myopathies [8], peripheral arterial disease [9], denervation [10], cancer cachexia [3], and respiratory failure [11]. Furthermore, several types of muscular dystrophy, such as Duchenne muscular dystrophy [12], and autoimmune diseases, such as myasthenia gravis [10], have been shown to induce muscle atrophy specifically in type II myofibers. Conversely, an association occurs between the loss of oxidative myofiber metabolism and insulin resistance [13]. However, recent studies in experimental systems have raised the possibility that the myofiber shift from oxidative to glycolytic metabolism may serve as an adaptive response to the diabetic state [14].

In contrast to the large number of molecular studies on oxidative fibers, there is a paucity of information on the roles that fast-twitch muscle fibers play in muscle diseases and metabolic function. To address this issue, we developed a conditional mouse model, dubbed the “MyoMouse”, that inducibly expresses a constitutively activated form of Akt1 specifically in skeletal muscle [15]. Akt1 is a serine/threonine kinase that regulates cell survival, growth, and metabolism in variety of tissues and cell types. In skeletal muscle, the Akt signaling pathway is activated during myogenic differentiation [16], by anabolic stimuli including growth factors (i.e., insulin and Igf1) [17], and by resistance exercise and nutritional inputs [18]. Induction of Akt1 signaling pathway leads to an increase in myofiber hypertrophy [17], whereas inactivation of Akt signaling leads to Foxo mediated muscle atrophy [19]. In the MyoMouse model, *Akt1* transgene activation promotes the selective hypertrophy of type IIb muscle fibers in a rapamycin-dependent manner in a subset of muscle groups [15]. Mice expressing the muscle-specific transgene display an increase in strength, but not an increase in running performance. Transgene activation in the MyoMouse model leads to a modest 5% increase in lean muscle mass, a physiologically relevant level that is on par with the muscle mass loss that occurs in the early stages of aging or disease [20].

A series of studies have used the MyoMouse model to examine the consequences of Akt1-mediated muscle growth in various models of chronic disease and acute injury. A relatively modest increase in myofiber growth in obese mice leads to marked reductions in fat mass and body weight, resolution of hepatic steatosis, and improvements in systemic metabolic parameters [15]. Notably, these metabolic improvements were associated with increased fatty acid oxidation in a remote tissue (i.e. liver), but not in muscle. Consistently, the restoration of muscle mass by *Akt1*-gene activation can correct age-associated impairments in systemic metabolism in mice fed a standard chow [20]. Other studies have shown that this model of muscle growth can have protective effects on distant organs in acute injury models of disease that are associated with the loss of skeletal muscle mass. Akt1-mediated muscle growth has been shown to protect against renal failure in two models of kidney injury [21], and diminish adverse cardiac remodeling following left anterior coronary artery ligation [22]. The MyoMouse model has also been employed to document the protective actions of acute *Akt1* transgene activation in muscle per se. Myogenic Akt signaling promotes sarcolemma stability and attenuates muscle degeneration in a model of Duchenne muscular dystrophy and improves regeneration in a cardiotoxin injury model [23, 24].

The striking changes observed in muscle and remote tissues of the MyoMouse have led us to speculate about the roles of “myokines”, i.e. hormonal factors released by muscle that confer some of the beneficial actions of exercise training [25, 26]. A number of strategies have been employed to isolate and characterize the muscle secretome involving, for example, comparisons of sedentary and exercised muscles [27], muscle growth following endurance training [28], muscle electrical stimulation [29], or development of lipid-induced insulin resistance [30], etc., and a number of myokine candidates have been identified. To date, a systematic analysis of the muscle secretome of the MyoMouse has not been performed, although this model exhibits a number of features that may provide unique insights. As discussed above, it is a model of selective fast-twitch fiber growth in mouse, and these are the myofibers that are preferentially lost in aging, sarcopenia and cachectic conditions. The effects of glycolytic muscle growth in this model are independent of exercise, nutritional input or surgical intervention, that can have confounding effects on the secretome. Finally, the effects of glycolytic muscle growth in the MyoMouse model is robust and rapid, potentially leading to an amplification in the levels of molecules involved in these regulatory events. Thus, to better characterize the cellular and molecular mechanisms involved in fast-twitch muscle growth, and its impact on the muscle secretome, we performed an in-depth and combined analysis of the transcriptome and metabolome on the growing muscles from the muscle-specific *Akt1* transgenic mice.

## Methods

### Animals

Skeletal muscle-specific conditional Akt1 transgenic mice (DTG) were generated by mating of 1256 [3Emut] Mck-rtTA [31] and Tre-myrAkt1 [32] transgenic mice as previously described [15]. All mice were genotyped by PCR from tail DNA. Mice were provided with chow and water ad libitum and housed in pairs on a fixed 12-h light/dark cycle in the Laboratory Animal Science Center at Boston University School of Medicine. At the age of 4 months, male DTG mice were treated with 0.5 mg/ml doxycycline (AB03550, American Bioanalytical) in drinking water for 2 weeks to induce skeletal muscle-specific Akt1 overexpression. To eliminate the effect of doxycycline water on muscle metabolism, Mck-rtTA or Tre-myrAkt1 single transgenic littermates, used as controls, were treated with doxycycline in the same manner as DTG mice. A day before, tissue harvest, body composition was assessed by non-invasive quantitative magnetic resonance (EchoMRI700, EchoMRI LLC, Houston, TX) at BUMC Metabolic Phenotyping Core. Mice were starved overnight before the day of sacrifice. Bilateral gastrocnemius muscles collected from anesthetized DTG and Mck-rtTA mice were weighed, snapped frozen in liquid nitrogen, and stored at−80 °C until analysis. All experiments were performed in adherence with NIH guidelines on the Use of Laboratory Animals, and were approved by the Institutional Animal Care and Use Committee at Boston University.

### RNA extraction and sequencing

Total RNA was isolated using TRIzol Reagent (Life Technologies, Grand Island, NY) according to manufacturer’s instructions followed by DNase I treatment using Qiagen (Valencia, CA) RNeasy Mini columns. The extracted RNA samples were analyzed using a BioAnalyzer and only high quality RNA samples (RIN > 8.5) were sent to Expression Analysis, Inc. (Durham, NC) for library preparation and sequencing (*n* = 4 per group). The mRNA library was prepared by Illumina TrueSeq stranded mRNA sample. Eight library preparations were loaded on two lanes of the Illumina HiSeq 2500 machines (Illumina, San Diego, CA) for paired-end 50 bp sequencing using the standard Illumina mRNA-seq protocol.

### RNA-seq data analyses

To prepare sequence reads for alignment, sequence adaptors were removed from sequences using Fastq-Mcf (code.google.com/p/ea-utils/wiki/FastqMcf). Several quality control steps were taken to assure quality, including the Illumina spike-in controls for each step of library prep, Life Technologies ERCC RNA spike-in control mix1 at the beginning of library prep, and UHRR control specimen for each plate batch of RNA-seq. Sequence reads with high-quality score (Phred score) of 33 and above were mapped to mm10 transcriptome using RNA-seq by Expectation Maximization (RSEM) v1.1.13 program [33]. After removal of the spike-in controls, an average of 59,760,883 reads were sequenced for each library preparation. There were ~88.1% sequence reads aligned to the transcriptome. At the gene level, aligned reads were annotated to 18,077 genes out of 30,743 genes defined by mm10 (58.8%). Genes with sequence reads less than 3 in at least 6 samples were considered as not detectable and thus filtered out from further analysis. All 8 samples were normalized by upper quartile normalization. Differential expression analysis was performed using edge-R where Fisher’s exact test was utilized. Genes or isoforms with false discovery rate (FDR) ≤ 0.005 and fold change ≥ 2 were considered as significantly differentially expressed genes (DEG) between two groups. The RNA sequencing data are available for download from the NCBI Gene Expression Omnibus database (GEO: GSE85763).

### Metabolomics

Unbiased metabolite profiling was performed using ion-pairing liquid chromatography/tandem mass spectrometry (Ion Pair LC/MS/MS) and gas chromatography tandem mass spectrometry (GC/MS/MS). Gastrocnemius was homogenized in methanol (100 mg/mL) by a ball-mill (MM301, Retsch GmbH, Haan, Germany), and centrifuged at 15,000 rpm for 5 min. 100 μL supernatant was mixed with sample buffer (5% octylamine, 3.5% acetic acid in 50% methanol), and centrifuged at 15,000 rpm for 5 min. The supernatant was transferred to a sample vial and placed in an autosampler (4 °C). For LC/MS analysis, each 10 μL sample was injected onto a reverse phase column from Atlantis T3 (2.1 × 100 mm, 3 μm, 130 Å, Waters co., Milford, MA, USA) and maintained at 35 °C. Subsequently, chromatographic separation was performed by gradient elution of mobile phase A, 0.1% octylamine, 0.07% acetic acid and 10 μM EDTA-2Na in MilliQ water, and mobile phase B, 0.07% acetic acid in methanol/isopropanol (4:1). The gradient started at 1% B for 2 min, increased up to 100% B in 10.5 min, maintained at 100%B for 4.5 min, then decreased to 1% B, and kept at 1% B for 10 min. Mass spectrometry analysis was performed using a QTRAP5500 mass spectrometer (AB Sciex Pte. Ltd., Toronto, Canada). The elution from liquid chromatography was directly introduced to electrospray ionization by using a Turbo spray ionization probe (AB Sciex Pte. Ltd., Toronto, Canada) with vaporizer temperature set at 475 °C. Multiple Reaction Monitoring (MRM) was used to detect the targeted molecules; where 148 molecules were detected by positive ionization and 188 molecules by negative ionization mode using simultaneous polarity switching. MRM conditions were set using reference conditions in the report by Yuan M et al. [34], with partially optimized standard reagents. LC/MS/MS data were processed by MultiQuant 3.0 (AB Sciex Pte. Ltd., Toronto, Canada), and the peak areas were exported to spread sheet and analyzed by Excel. For GC/MS/MS analysis, 50 μL of the homogenized supernatant were dried by nitrogen stream, and then derived by two-step reactions: oximation and trimethylsilylation. Oximation reaction was performed by adding 25 μL of O-methylhydroxylammonium chloride in pyrimidine (15 mg/mL), and incubated at 40 °C for 60 min. Subsequently, for trimethylsilylation reaction, 25 μL of N, O-bis (trimethylsilyl) trifluoroacetamide (BSTFA) with 1% trimethylchlorosilane (TMCS) was added to the reaction solution, and incubated at 60 °C for 60 min. The reaction mixture, 1 μL, was injected into an Agilent 7890A series gas chromatography system by split injection mode (10/1, v/v) using a GC injector 80 autosampler (Agilent Technologies Inc.). Gas chromatography separation was performed in a J&W Scientific DB-5MS-DG column (30 m × 0.25 mm i.d., df = 0.25 μm, Agilent Technologies Inc.) by temperature gradient, which rises at 10 °C/min from 60 °C to 325 °C, with consistent helium gas flow at 1 mL/min. The elution was ionized by electron impact ionization (70 eV) with an ion source temperature at 280 °C, and introduced to an Agilent 7010B triple-quadrupole mass spectrometer. Each target molecule was detected by MRM and the corresponding peak area was exported to an Excel spread sheet for further analysis. Differential expression analysis of the metabolites between the two groups were performed by Student’s *T*-test. Metabolites with *p*-value < 0.1 and fold change ≥ 1.5 or ≤ -1.5 were considered as statistically significant different.

### Pathway and functional analysis

Integrative pathway analysis for both differentially expressed genes and metabolites were performed using MetaboAnalyst 3.0 (www.metaboanalyst.ca) using default settings. Canonical signaling pathway and upstream regulator analysis were performed by uploading DEGs on to the Ingenuity Pathway Analysis package and analyzed using default settings (Qiagen, CA, USA).

### Secreted protein prediction and protein class annotation

To identify putative secreted proteins in Akt1-mediated muscle growth, five independent databases were queried. First, sequences of differentially expressed isoforms identified from RNA-seq analysis (*FDR* < 0.005 and fold change ≥ 1.5 or ≤ -1.5) were downloaded from UCSC Genome website (https://genome.ucsc.edu/cgi-bin/hgTables). Second, downloaded sequences were submitted to Signal P 3.1 Server (http://www.cbs.dtu.dk/services/SignalP/) to predict the presence of eukaryotic signal peptide at the N-terminus of protein using default settings. Third, sequences predicted to be absent of classical signal peptide were submitted to Secretome P 2.1 server (http://www.cbs.dtu.dk/services/SecretomeP/) to predict for the presence of non-classical signal peptide. Fourth, sequences positive for either classical or non-classical signal peptide were submitted to TMHMM server (http://www.cbs.dtu.dk/services/TMHMM/) to screen for transmembrane helices in protein sequence. Subsequently, sequences positive for either classical or non-classical secreted proteins but lack of transmembrane helices were submitted to WoLF PSORT database for a final screen for protein localization [35]. After removing sequences predicted to be predominantly located at places other than extracellular matrix (e.g. nucleus, mitochondria, endoplasmic reticulum, lysosome, and membrane, etc.) by WoLF PSORT, the remaining sequences are considered as a putative secreted protein, and thus a potential myokine. The list of DEG was uploaded to Panther Classification System for statistical overrepresentation test using PANTHER Protein Class annotation data set (http://www.pantherdb.org/). The heat map was generated by using GENE-E software from Broad Institute (Cambridge, MA).

### Immunohistochemistry

Medial and lateral gastrocnemius muscles were dissected, mounted separately on a wooden tongue depressor using OCT, immediately snap freeze in pre-chilled isopentane by liquid nitrogen, and stored at -80 °C. The frozen muscles were serially sectioned at 10 μM from the muscle mid-belly and mounted on microscope slides. For myofiber typing, unfixed sections were incubated at RT for 30 min, blocked by 10% BSA in PBST for 1 h, and incubated overnight at 4 °C with antibodies against MyHC isoform type I (BA.D5 mouse IgG2b), type IIA (SC.71 IgG1), type IIx (6H1 mouse IgG) from DSHB at 1:200 dilution. The next day, slides were washed and incubated with immunoglobulin-specific secondary antibodies at 1:200 dilution at room temperature (RT) for 1 h: Goat anti-mouse IgG2b AF350 (A21140), Goat anti-mouse IgG1 AF488, Goat anti-mouse IgM AF647 (A21238) from Invitrogen (Carlsbad, CA). Slides were post-fixed in ice-cold methanol for 10 min. After wash, sections were incubated with rabbit anti-mouse laminin antibody (L9393; Sigma) at 1:200 dilution in 1% BSA for 2 h at RT, followed by 1 h incubation in Texas-Red-X goat anti-rabbit IgG at 1:200 dilution (T-6491; Invitrogen) at RT. Sections were mounted on a coverslip with Vectashield mounting medium (H1000; Vector Lab, Burlingame, CA). For embryonic MyHC staining, sections were first fixed in 4% paraformaldehyde in PBS for 10 min and blocked with MOM Ig blocking reagent for 5 min (MKB-2213; Vector Lab). After washing, sections were incubated overnight in eMHC antibody from DSHB (F1.652 IgG2) at 1:1000 dilution, washed and incubated with Goat anti-mouse IgG2 AF488 at 1:200 dilution for 1 h. Sections were then stained for laminin as previously described and mounted in Vectashield mounting medium with DAPI (H1200) for imaging. For CD68 and F/480 staining, sections were first fixed and blocked as described above embryonic MyHC staining protocol. Sections were then incubated with Rat anti-mouse CD68 IgG2a or F4/80 IgG2b (at 1:100 dilution) with anti-laminin antibody (at 1:250 dilution) overnight at 4 °C. The next day, slides were washed, incubated with 1:250 dilutions of donkey anti-rat AF 594 and goat anti-rabbit IgG AF488 for 1 hour, and mounted in Vectashield mounting medium with DAPI for imaging. Images were captured with a BZ-9000 Keyence microscope camera at 20× magnification (Elmwood Park, NJ). Fiber cross-sectional area was circled manually and calculated by Keyence microscope. The average number of fibers measured for each myofiber type per muscle was 200.

### Statistical analyses

Statistical analyses of the RNA-seq and metabolomics data have been described above. All other statistical analysis was performed using GraphPad Prism 5.0 software (La Jolla, CA). For muscle weight, total RNA content and qPCR experiments, non-parametric Mann–Whitney test was used to determine whether there is a significant difference between the 2 groups. *P* < 0.05 is considered significantly different.

## Results

### Characterization of muscle growth induced by Akt1 transgene activation

To analyze the hypertrophy of skeletal muscle due to *Akt1* overexpression, gastrocnemius muscles were collected from mice that were positive for both Mck-rtTA and TRE-Akt1 transgene (i.e. double-transgenic (DTG) mice,) and Mck-rtTA single transgenic (MckrtTA) mice (also referred to as STG mice). Consistent with prior findings [15], 2 weeks of doxycycline treatment led to a significant induction in Akt1 phosphorylation in gastrocnemius muscles from DTG mice compared to control (Additional file 1: Figure S1A). This was associated with significant muscle growth and myofiber hypertrophy in DTG mice (Fig. 1a-c), and an 1.3-fold increase in gastrocnemius muscle weight (Fig. 1d). Because transgene activation only occurs in a small subset of muscle groups, there was no increase in muscle mass for tibialis anterior (TA), soleus (SOL) or extensor digitalis longus (EDL, Fig. 1d), that do not express the transgene, and no statistically significant change in body weight or body composition under these experimental conditions (Additional file 1: Figure S1B, C).

**Fig. 1:**
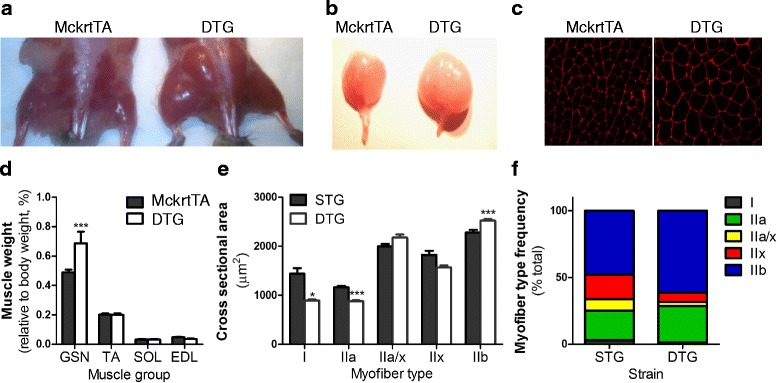
Two-weeks of *Akt1* transgene activation induces pronounced type IIb muscle growth in double transgenic (DTG) mice. **a** Skinned hind limbs of a 24-week-old MckrtTA and DTG mice after 2 weeks of doxycycline treatment to activate myr *Akt1* transgene expression. **b** A significant increase in the mass of gastrocnemius muscle was found in DTG mice at 2 weeks after transgene induction compared to MckrtTA mice. **c** Cross-section of the indicated gastrocnemius muscles stained with laminin (*red*). **d** Akt1-induction in DTG mice selectively increased the mass of gastrocnemius (GSN) muscle. **e** Average cross-sectional area of each myofiber type from DTG mice and their littermate controls (STG) with 2 weeks of doxycycline water. There were significant increases in CSA of type IIb fast-twitch myofibers but reduced CSA of type I and type IIa myofibers in DTG mice compared to STG controls. **f** Gastrocnemius muscles from DTG showed increased percentage of type IIb myofibers compared to that from STG mice. ***p < 0.001, *p < 0.05

To better understand the consequences of acute Akt activation, an in-depth immunohistochemical staining analysis with various myosin heavy chain (MHC) antibodies was performed on gastrocnemius muscle sections. With regard to fiber cross-sectional area, there was a significant 9.5% increase in type IIb myofibers in the DTG versus control mice (Fig. 1e). Conversely, there were 38% and 24.3% reductions in type I and type IIa fibers, respectively. With regard to myofiber type frequency, *Akt1*-mediated gastrocnemius muscle growth led to a 27% increase in percentage of type IIb myofibers in DTG mice (Fig. 1f). These results confirm and extend our prior analysis of this model [15], and they define the degree of muscle growth following *Akt1*-transgene activation under the conditions employed for transcriptomic and metabolomic analyses employed in this study.

### Identification of differentially expressed genes (DEG) in hypertrophied muscle

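Akt1, the gene that the transgene drives, was higher in the gastrocnemius of every DTG mouse than in that of any MckrtTA mouse. It lies on chromosome 12 of mm10 from 112653821 to 112674276, and its signal was 53654 ± 14928 (SD, n = 4 mice) in DTG muscle and 4622 ± 471 (SD, n = 4 mice) in MckrtTA muscle. This is a log2 fold change of 3.50 (standard error 0.19, adjusted p = 1.7e-06) from limma. The lowest DTG mouse stood at 37986 and the highest control at 5054. The gene-level signal does not separate transcripts of the transgene from those of the endogenous gene. PolyA-selected RNA came from 8 mice aged 4 months that had received doxycycline at 0.5 mg/ml for 2 weeks, 4 DTG and 4 MckrtTA. The libraries ran on 2 lanes, each with 2 mice of either group, on a HiSeq 2500 according to the methods and a HiSeq 2000 according to the deposited labels. Each deposited value is an RSEM estimate of the reads of 1 gene that the authors scaled so that the 75th percentile over 30743 genes is 1000 in each library, and it is called signal here. A single read was worth 1.25 to 1.68 in the DTG libraries and 2.25 to 2.97 in the control libraries, which puts the assigned reads at 46.0 to 54.0 M and 45.6 to 58.6 M. Summed signal was 1.91 times as high in the controls, where the 20 most abundant genes took 43.7% ± 0.508 (SD, n = 4) of it against 28.8% ± 4.81 (SD, n = 4) in DTG muscle. Setting all totals equal moves the median log2 fold change of all tested genes from -0.26 to 0.65, a shift of 0.92 that differs somewhat from gene to gene.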

To understand the transcriptome changes associated with Akt1-mediated muscle growth, next-generation polyA (+) RNA sequencing was performed on the gastrocnemius muscle of DTG mice and their littermate MckrtTA control mice. We chose to study muscle growth at the 2-week time point because the muscle hypertrophy is at the beginning of log phase increase measured by muscle weight (Additional file 1: Figure S1d). 

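On the deposited scale, the sets of genes higher and lower in DTG muscle were of similar size. Of 15073 genes tested with limma, 2207 were higher in DTG and 2405 were lower, and the rest passed neither way. The 4 DTG values lay all above or all below the 4 control values in 9446 of the 15073 tested genes, a separation that chance gives to 2.86% of genes. That share assumes no offset of scale between the groups. Between close replicates such an offset can separate genes by itself, and the separation was counted on the deposited scale only. The 9446 are therefore not a count of changed genes. With equal totals 4640 genes were higher and 301 lower, so the share of higher genes among those called rose from 47.9% to 93.9%. It was 65.4% with a trimmed mean of log ratios and 68.0% with a median of ratios. All 2207 higher genes were also called higher under each of those scalings, whereas 300 of the 2405 lower genes stayed lower with equal totals. Each moves the median log2 fold change up, by 0.92 with equal totals, 0.25 with a trimmed mean and 0.28 with a median of ratios. A shift in that direction favours higher calls and works against lower ones. The contrast therefore does not show the rises to be firmer than the falls. Within lane 8, with 2 mice per group, 2505 genes were higher and 2548 lower, and within lane 1 the counts were 54 and 4. Without mouse 253, a DTG mouse of lane 1, the counts were 2761 and 2878.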

Using statistical cutoff of FDR < 0.005 and fold change ≥2 or ≤−2, we identified 4,027 genes that were differentially expressed between *Akt1* transgenic muscle compared to control muscle. Among these, 2,009 genes were upregulated and 2,218 were downregulated (Additional file 2: Table S1). These DEG are displayed in the heat map in Fig. 2a (left panel) to illustrate the degree of reproducibility between mice.

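Timp1, an inhibitor of matrix metalloproteinases, had the largest rise among the genes with a mean of at least 1000 in the higher group. It lies on chromosome X of mm10 from 20870166 to 20874737, and its signal was 9427 ± 3782 (SD, n = 4 mice) in DTG muscle and 46.8 ± 21.8 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of 7.38 (standard error 0.34, adjusted p = 7.8e-07) from limma. On the same log2 scale, chemokine genes followed with Ccl8 (6.54), Ccl2 (6.41) and Ccl7 (6.24). Macrophage genes among the 15 largest rises were Arg1 (6.51), Mpeg1 (6.33), Fcgr1 (6.27) and Adam8 (6.39), the last with the smallest adjusted p of them all at 5.3e-08. Others were the matrix gene Postn (6.17), the replication licensing gene Dtl (6.32), the keratin gene Krt8 (6.21), the metallothionein gene Mt3 (6.15), the myoblast fusion gene Tmem8c (6.14) and Nxpe5 (6.37). Mouse 253 decides part of 4 of these values, since without it the log2 fold change of Arg1 was 5.75, of Ccl8 7.41, of Postn 6.78 and of Tmem8c 7.27.
Mylk4, which encodes a myosin light chain kinase family member, fell the most among called genes with separate groups and a mean of at least 1000 in the higher group. It lies on chromosome 13 from 32700827 to 32781779, with a signal of 8933 ± 3910.2 (SD, n = 4 mice) in DTG muscle and 228124 ± 58962 (SD, n = 4 mice) in MckrtTA muscle and a log2 fold change of -4.72 (standard error 0.30, adjusted p = 2.9e-06). Amd1, which supplies the aminopropyl groups of polyamines, fell by 4.26 (adjusted p = 5.1e-07), and the spermine oxidase gene Smox fell by 3.16 (adjusted p = 0.000100). Nos1, the neuronal nitric oxide synthase of muscle, fell by 3.27, the cadherin gene Cdh4 fell by 3.40, the mitochondrial fission gene Gdap1 fell by 3.33 and the calcium channel subunit gene Cacna2d4 fell by 3.14. Klhl33 (-3.67), Htra4 (-3.50), Neto2 (-3.20) and Odf3l2 (-4.40) came next to the unnamed transcripts AK039132 (-4.60), 2310065F04Rik (-3.71), A930018M24Rik (-3.31) and AK080063 (-3.15). Odf3l2 stood at -5.04 without mouse 253 and at -3.69 without mouse 283. All 15 rises and all 15 falls kept their sign with equal totals.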

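DTG mice 282, 283 and 306 and all 4 controls were close replicates, and mouse 253 stood between the groups in many genes while leading the DTG mice in others. In log2 signal over the tested genes, Pearson correlations were 0.989 to 0.993 between controls, 0.987 to 0.992 between DTG mice 282, 283 and 306, and 0.948 to 0.956 between mouse 253 and those 3. Pairs of a control and a DTG mouse gave 0.854 to 0.915. These correlations run across genes, which are not independent replicates. The embryonic myosin gene Myh3 stood at 939 in mouse 253 against 33577, 23988 and 42066 in the other DTG mice, and Top2a, which untangles DNA in dividing cells, at 719 against 3019.7, 3530.2 and 2805. Arg1 went the other way, with 5889 in mouse 253 against 589, 782 and 815. The leukocyte integrin gene Itgb2 differed little, at 5524 in mouse 253 and 4733 to 4972 in the others. Akt1 itself was highest in mouse 253, at 69301. The first principal component held 83.1% of the variance, and on it mouse 253 lay at 0.71 of the way from the control mean to the mean of the other 3 DTG mice.

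**Figure D1:**
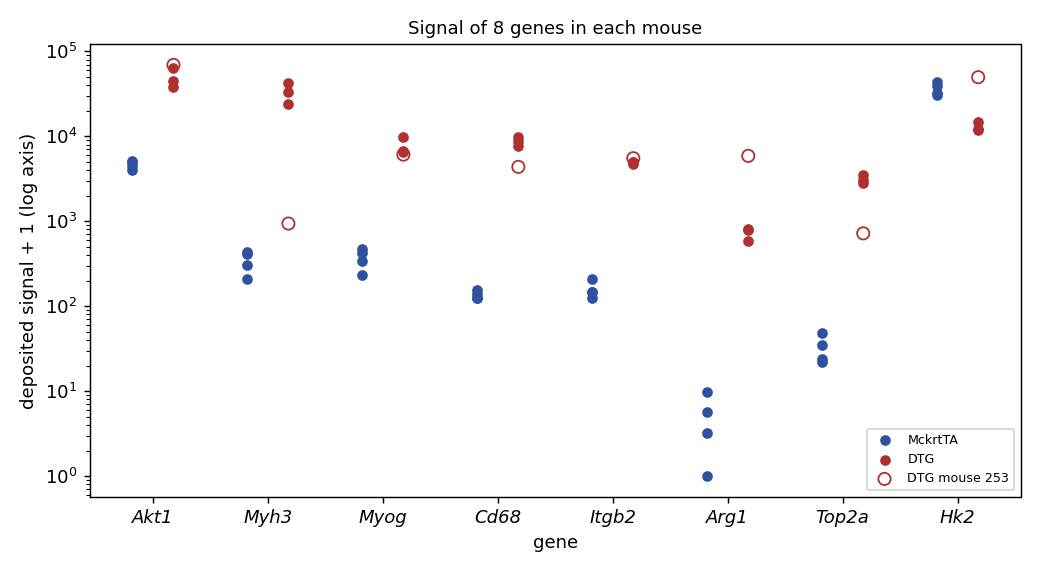
Deposited signal plus 1, on a log axis, of 8 genes in each of the 4 MckrtTA and 4 DTG mice, with DTG mouse 253 drawn as an open circle. Mouse 253 lies near the controls for Myh3 (signal 939), near the other DTG mice for Itgb2 (5524) and above them for Arg1 (5889).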

**Fig. 2:**
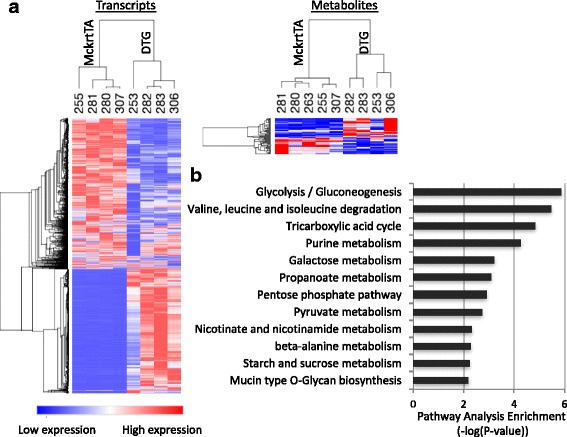
Data from poly (A+) RNA sequencing and metabolomics analyses of gastrocnemius muscle. **a** Heat map of transcriptional (*left panel*) and metabolite (*right panel*) changes of Akt1-mediated muscle growth. **b** Integrative pathway analysis of metabolomic and transcriptomic data for Akt1 induced muscle growth. Enriched metabolic pathways represented by both differentially expressed genes and metabolites are listed on the left

### Metabolic pathways affected by the Akt1-mediated muscle growth

To understand the metabolome changes associated with Akt1-mediated muscle growth, untargeted metabolome was performed in gastrocnemius muscles using LC/MS/MS and GC/MS/MS platform. Among the 139 metabolites that could be detected, 29 were upregulated and 24 were downregulated using a statistical cutoff of *p*-value < 0.1, fold change ≥ 1.5 or ≤ -1.5 (Fig. 2a right panel, Additional file 3: Table S2). The combined transcriptomic and metabolomic data were analyzed using the MetaboAnalyst 3.0 data analysis tool [15] to identify the metabolic pathways that are enriched by Akt1-mediated muscle growth. Using this tool, metabolites and transcripts encoding for enzymes in the pathways associated with “glycolysis/gluconeogenesis”, “tricarboxylic acid (TCA) cycle”, “branched chain amino acid (BCAA) degradation”, and “pentose phosphate pathway”, among others, were significantly enriched in the muscle of DTG mice (Fig. 2b).

Akt-mediated muscle growth was accompanied by reductions in the levels of many glycolytic pathway intermediates including glucose-6-phosphate (G6P), fructose-6-phosphate (F6P), fructose-1,6-bisphosphate (FBP), 3-phosphoglycerate (3PG), and phosphoenolpyruvate (PEP) (Fig. 3a). 

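Most transcripts of the glycolytic enzymes that muscle uses were lower in DTG muscle on the deposited scale. Of 11 genes in a fixed list named muscle isoforms, 8 were lower, none was higher and 3 were not called (8 lower when adjusted over the list alone). The list mixes muscle forms such as Pfkm, Pgam2 and Eno3 with Tpi1, Gapdh, Pgk1 and Gpi1, which other tissues express in the same form. Its count is therefore not a count of muscle-specific forms. Tpi1, which interconverts the triose phosphates, lies on chromosome 6 of mm10 from 124810592 to 124814296, and its signal was 86601 ± 17713 (SD, n = 4 mice) in DTG muscle and 227602 ± 13257 (SD, n = 4 mice) in MckrtTA muscle. Its log2 fold change of -1.41 (standard error 0.17, adjusted p = 8.3e-05) from limma was the strongest of the list by p. On the log2 scale, Pgk1 fell by 1.26 (adjusted p = 0.000427) and Gpi1 fell by 1.15 (adjusted p = 0.000622). Aldoa fell by 1.60 (adjusted p = 0.00203), Gapdh fell by 1.45 (adjusted p = 0.00121) and Eno3 fell by 1.099 (adjusted p = 0.00335). Hk2 (-0.98, adjusted p = 0.0578), Ldha (-0.96, adjusted p = 0.00234) and Pkm (-0.85, adjusted p = 0.0158) were not called with all mice, and each was called lower without mouse 253, at -1.47, -1.13 and -1.096. The calls of Aldoa and Eno3 are lost without any 1 of the 7 mice other than 253, the weakest with adjusted p = 0.0102 and 0.0142 without mouse 306, while the log2 fold changes stayed at -1.46 to -1.64 and -0.99 to -1.12. The call of Gapdh is lost without 5 of them, up to adjusted p = 0.00636, at -1.40 to -1.46. The count of lower genes was 5 without mouse 280, 281, 307, 282 or 306 and 11 without mouse 253. The list's median was -1.26 and -0.997 relative to all genes (adjusted p = 0.0115 from limma camera, and adjusted p = 0.598 with an estimated correlation), with medians of -1.12 in lane 1 and -1.40 in lane 8. With equal totals none of the 11 was called, the median was -0.31 and Pkm turned to 0.10, while the median of ratios left 4 lower.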

Correspondingly, transcripts encoding several enzymatic steps in the glycolysis pathway were downregulated, including aldolase A (*Aldoa*), triose phosphate isomerase 1 (*Tpi1*), glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*), and phosphoglycerate mutase 2 (*Pgam2*) (Fig. 3a). In a number of cases, the downregulation of the transcript encoding the muscle isoform was accompanied by the corresponding upregulation of non-muscle isoforms. For example, a trend of downregulation of the muscle isoform *Pfkm* (FDR = 0.00539) was accompanied by the significant upregulation of the platelet (*Pfkp*) isoform. Similarly, the downregulated muscle-specific *Pgam2* was accompanied by the upregulation of *Pgam1*. 

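Most transcripts of non-muscle forms of glycolytic enzymes were higher in DTG muscle. Of 8 such genes tested, 6 were higher and none was lower (6 when adjusted over the list alone). The hexokinase gene Hk1, on chromosome 10 of mm10 from 62268855 to 62379908, had a signal of 3377 ± 384 (SD, n = 4 mice) in DTG muscle and 953 ± 68.2 (SD, n = 4 mice) in MckrtTA muscle and a log2 fold change of 1.81 (standard error 0.11, adjusted p = 2.1e-06) from limma. Hk3, a hexokinase gene typical of blood and myeloid cells, rose by 4.76 (adjusted p = 1.4e-05), and the enolase genes Eno1 and Eno2 rose by 1.27 (adjusted p = 9.8e-05) and 1.72 (adjusted p = 0.000131). The list's median was 1.43 (adjusted p = 0.000348 from limma camera, and adjusted p = 0.305 with an estimated correlation), with medians of 1.30 in lane 1 and 1.56 in lane 8, and with equal totals 7 of the 8 were higher. Over all 20 glycolysis genes tested, 6 were higher, 9 lower and 5 not called, with a median of -0.97 and no direction in the set test (adjusted p = 0.851 from limma camera, and adjusted p = 0.915 with an estimated correlation). The 9 became 5 without mouse 281, 307 or 282, and with equal totals that median was -0.02. Among the 9 was Ldhb, a lactate dehydrogenase gene other than Ldha (-1.28, adjusted p = 0.00144 from limma). It was placed in neither the muscle nor the non-muscle list, so the counts of those lists leave its fall out.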

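Pfkm, the muscle form of the phosphofructokinase that commits glucose to glycolysis, was lower, and Pfkp, the platelet form, was higher. Pfkm lies on chromosome 15 of mm10 from 98092589 to 98132447 and fell by 1.91 on the log2 scale (standard error 0.30, adjusted p = 0.000364 from limma), from 513217 ± 18079 (SD, n = 4 mice) in MckrtTA to 147794 ± 74737 (SD, n = 4 mice) in DTG muscle. Pfkp lies on chromosome 13 from 6579874 to 6648724, and its signal was 1491 ± 266 (SD, n = 4 mice) in DTG muscle and 637 ± 70.6 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 2.34 (adjusted p = 9.7e-05). With equal totals Pfkm stood at -0.96, still lower but under the fold minimum.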

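Pgam2, the muscle phosphoglycerate mutase gene, lies on chromosome 11 of mm10 from 5801637 to 5803796. Its signal was 50397 ± 14838 (SD, n = 4 mice) in DTG muscle and 134781 ± 8453 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of -1.46 (standard error 0.19, adjusted p = 0.000136) from limma. Pgam1, the form of brain and other tissues, lies on chromosome 19 from 41911871 to 41918665. It was higher, with a signal of 4966 ± 1105 (SD, n = 4 mice) in DTG muscle and 1632 ± 244 (SD, n = 4 mice) in MckrtTA muscle and a log2 fold change of 1.58 (standard error 0.17, adjusted p = 4.2e-05). Each DTG mouse lay below every control for Pgam2 and above every control for Pgam1. With equal totals Pgam2 stood at -0.51 and lost its call, and Pgam1 at 2.53.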

Transcripts encoding the non-muscle isoforms were expressed at much lower levels relative to the muscle-specific transcripts, both in the control and transgenic muscle conditions.

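Transcripts of the muscle forms outnumbered those of their non-muscle counterparts in every mouse of both groups. The signal of Pfkm over that of Pfkp was 813 ± 98.5 (SD, n = 4 mice) in MckrtTA and 109 ± 78.8 (SD, n = 4 mice) in DTG muscle, and that of Pgam2 over Pgam1 was 83.4 ± 7.76 (SD, n = 4 mice) in MckrtTA and 11.1 ± 5.88 (SD, n = 4 mice) in DTG muscle. Eno3 over Eno1 gave 73.6 ± 8.01 (SD, n = 4 mice) in MckrtTA and 15.6 ± 8.80 (SD, n = 4 mice) in DTG muscle, and Hk2 over Hk1 gave 38.0 ± 5.42 (SD, n = 4 mice) in MckrtTA and 6.58 ± 5.41 (SD, n = 4 mice) in DTG muscle. Mouse 253 had the highest ratio of the DTG mice for each pair, from 14.7 for Hk2 over Hk1 to 226 for Pfkm over Pfkp. A ratio within a library does not move with the scaling. The signal is not divided by transcript length, so a ratio between 2 genes includes any difference in their lengths.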

**Fig. 3:**
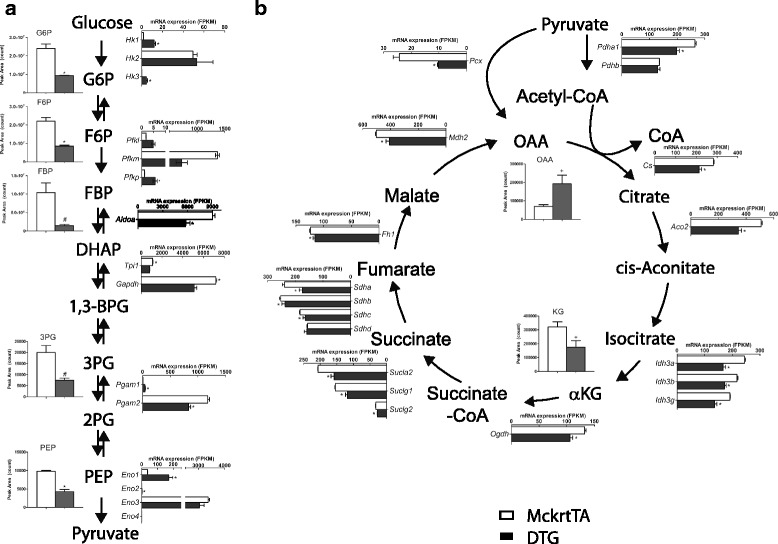
Schematic representations of the metabolite and transcript regulation in glycolysis and tricarboxylic acid cycle pathways. Regulated steps in glycolysis (**a**) and the TCA pathways (**b**) in response to Akt1-mediated muscle growth are shown. Metabolites with significant changes (from metabolome results) are shown as vertical bar graphs, whereas gene expression changes for enzymes (from RNA-seq results) are shown as horizontal bar graphs. Open column is control (MckrtTA) and filled column is DTG mice. * denotes *p*-value (for metabolites) or FDR (for transcripts) <0.005, # denotes *p*-value <0.05), and + denotes *p* < 0.1

Transcriptomic data indicated a strong decrease in mitochondrial tricarboxylic acid﻿ (TCA) cycle activity during Akt1-mediated muscle growth (Fig. 3b). 

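Most transcripts for enzymes that feed and run the TCA cycle were lower in DTG muscle on the deposited scale. Of 23 genes of the cycle and its entry, 20 were lower, none was higher and 3 were not called (20 lower when adjusted over the list alone). The steepest fall was that of Pcx, which refills the cycle with oxaloacetate. It lies on chromosome 19 of mm10 from 4510472 to 4621752, and its signal was 2929.7 ± 581 (SD, n = 4 mice) in DTG muscle and 13422 ± 2525 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of -2.19 (standard error 0.18, adjusted p = 8.9e-06) from limma. Dlat, a subunit of the pyruvate dehydrogenase complex, fell by 1.103 (adjusted p = 1.9e-05). Idh3a fell by 1.50, Idh3g by 1.45, Sucla2 by 1.38, Cs by 1.36 and Suclg1 by 1.34, with Idh3b (-1.29), Ogdh (-1.28), Mdh2 (-1.26) and Suclg2 (-1.19) close behind. Fh1 had the smallest fall of the 10 genes given here that the study names for the cycle (-1.05, adjusted p = 0.000266), and its call is lost without mouse 282 (-0.9999) or 283 (-0.95). All 10 of those were lower, though they were picked from these libraries and are not independent evidence. Sdhd (-0.93, adjusted p = 4.4e-05) was not called and turned to 0.02 with equal totals. The list's median was -1.26 and -0.996 relative to all genes (adjusted p = 7.6e-06 from limma camera, and adjusted p = 0.509 with an estimated correlation), with medians of -1.199 in lane 1 and -1.34 in lane 8. Calls fell to 12 with a trimmed mean of log ratios, 9 with a median of ratios and 1 with equal totals, where the median was -0.31.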

Many transcripts encoding for enzymes in the TCA cycle were significantly downregulated including citrate synthase (*Cs*), aconitase 2 (*Aco2*), isocitrate dehydrogenase subunits (*Idh3a*, *Idh3b*, *Idh3g*), oxoglutarate dehydrogenase (*Ogdh*), succinate-coenzyme A ligase (*Sucla2*, *Suclg1*, and *Suclg2*), fumarate hydratase 1 (*Fh1*), *and* malate dehydrogenase 2 (*Mdh2*). Although few changes were detected in the TCA cycle metabolites, a 1.7-fold downregulation of α-ketoglutarate (α-KG) was observed.

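Nuclear genes of the respiratory chain and ATP synthase fell as a group in DTG muscle, most of them by about 1 on the log2 scale. Of 81 genes tested, 60 were lower, none was higher and 21 were not called (60 lower when adjusted over the list alone). Ndufa7, a complex I subunit gene on chromosome 17 of mm10 from 33824614 to 33838313, had a signal of 3753 ± 291 (SD, n = 4 mice) in DTG muscle and 8039 ± 535 (SD, n = 4 mice) in MckrtTA muscle and a log2 fold change of -1.098 (standard error 0.09, adjusted p = 1.0e-05) from limma. Ndufs7 and Ndufb4 of complex I and Uqcr11 of complex III fell by 1.46, 1.44 and 1.24. The median was -1.11, with quartiles at -1.24 and -0.9997, and -0.84 relative to all genes (adjusted p = 9.2e-12 from limma camera, and adjusted p = 0.509 with an estimated correlation). Lane medians were -1.096 in lane 1 and -1.11 in lane 8. The count depends on the scale, with 20 lower and 1 higher under a trimmed mean of log ratios, 15 lower and 2 higher under a median of ratios, and none lower and 2 higher with equal totals, where the median was -0.16.

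**Figure D2:**
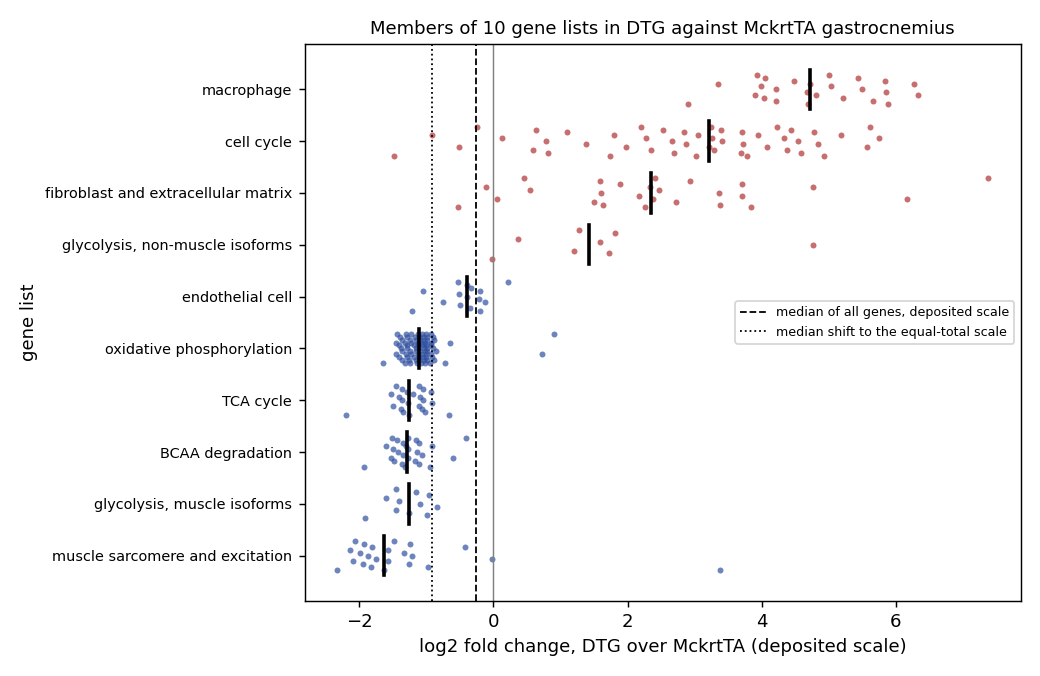
Log2 fold change of DTG over MckrtTA muscle on the deposited scale for each tested member of 10 gene lists, with list medians as black bars. The dashed line is the median of all tested genes (-0.26), and the dotted line lies as far below 0 as that median moves when library totals are set equal (0.92).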

Consistent with reductions in transcripts encoding TCA cycle enzymes, many genes encoding proteins required for oxidative phosphorylation were downregulated during Akt1-mediated muscle growth. Expression levels of 56 genes in the oxidative phosphorylation pathway, specifically those encoding for key enzymes in the electron transport chain, were downregulated more than 2-fold (Additional file 4: Figure S2 and Additional file 5: Table S3), including those encoding for alpha or beta subunits of NADH dehydrogenase (*Ndufa1*, *2*, *4*, *5*, *6*, etc., or *Ndufb2*, *4*, *6*, *7*, *8*, *11*), succinate dehydrogenase (*Sdha*, *Sdhb*, *Sdhc*), ubiquinol-cytochrome c reductase (*Uqcrc1*, *Uqcrc2*, *Uqcr10*, *Uqcr11*), cytochrome c oxidase (*Cox4l1*, *Cox4l2*, *Cox5a*, etc.), ATP synthase (*Atp5a1*, *Atp5b*, *Atp5c1*, etc.). Moreover, Akt1-mediated muscle growth also induced a significant downregulated expression in the transcripts encoding for mitochondrial fusion proteins (*Mfn1*, *Mfn2*, *Opa1*), mitochondrial permeability transition pore proteins (*Slc25a4*, *Vdac3*) and enzymes involved in reactive oxidative species detoxification (*Cat*, *Sod2*).

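Of the 56 genes in Table S3, all of them tested, 52 were lower at both thresholds and none was higher. The table was drawn from these libraries, so the count is not independent evidence. Complex I subunit genes Ndufa4 and Ndufa1 fell by 1.41 and 1.16. The succinate dehydrogenase genes Sdha, Sdhc and Sdhb fell by 1.41, 1.11 and 1.05, and Sdhb passed neither way without mouse 283 (-0.95). Uqcrc1 fell by 1.15, Cox5a by 1.36, Cox4i1 by 1.11, Atp5a1 by 1.18 and Atp5b by 1.15. Cox4i2, the oxygen-responsive form of that subunit, fell by 1.12 at a far lower signal, 67.9 ± 5.49 (SD, n = 4 mice) in DTG against 161 ± 28.3 (SD, n = 4 mice) in MckrtTA. Ndufb7 (-0.72, standard error 0.10, adjusted p = 0.000170) missed the fold minimum and turned to 0.23 with equal totals. The median over the table was -1.16 (adjusted p = 5.8e-11 from limma camera, and adjusted p = 0.509 with an estimated correlation), with -1.14 in lane 1 and -1.18 in lane 8. Its lower genes numbered 19 with a trimmed mean of log ratios, 14 with a median of ratios and 0 with equal totals.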

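Mfn1, whose product tethers mitochondria for fusion, lies on chromosome 3 of mm10 from 32529482 to 32579225. Its signal was 8545 ± 1688 (SD, n = 4 mice) in DTG muscle and 25681 ± 2836 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of -1.60 (standard error 0.15, adjusted p = 1.9e-05) from limma. Mfn2 fell by 1.56 (adjusted p = 0.000152) and Opa1, which fuses the inner membrane, by 1.11 (adjusted p = 3.4e-05). The adenine nucleotide carrier gene Slc25a4 fell by 1.56, the pore gene Vdac3 by 1.43 and the superoxide dismutase gene Sod2 by 1.58. Catalase, encoded by Cat, was not called (-0.88, standard error 0.20, adjusted p = 0.00388). It turned to 0.07 with equal totals, and of the mice left out in turn only control 281 brought a call when absent (-1.07). The 7 genes had a median of -1.56 (adjusted p = 0.00824 from limma camera, and adjusted p = 0.509 with an estimated correlation), with -1.51 in lane 1 and -1.55 in lane 8, and were picked by the study from these libraries, so the 6 lower genes are not independent evidence. None of them kept its call with equal totals, and 5 did under either of the other scalings.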

### Akt1-mediated effects on intermediate biosynthesis and degradation pathways

In contrast to these changes in the glycolytic and TCA pathways, there was an upregulation in the pentose phosphate pathway that functions in the production of intermediates for the biosynthesis of nucleotides and amino acids (Fig. 4a). Specifically, the transcript encoding glucose-6-phosphate dehydrogenase (*G6pdx*), the rate limiting enzyme in this pathway, increased 3.5-fold and phosphogluconate dehydrogenase (*Pgd*) increased 2.3-fold in the DTG muscle. 

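Transcripts of the pentose phosphate pathway did not move together. Of 10 genes tested, 3 were higher, 2 lower and 5 not called (3 and 2 when adjusted over the list alone). The higher genes were G6pdx, Pgd and Prps2, the last a synthetase of the nucleotide precursor PRPP (1.38, adjusted p = 0.000442). The lower genes were Rpia, the ribose phosphate isomerase (-1.03, adjusted p = 3.3e-05), and Prps1, a PRPP synthetase (-1.001, adjusted p = 0.000899). Both of these calls lie at the fold minimum and are lost by small shifts, with Rpia at -0.9997 without mouse 306 and at -0.99 without control 281, and Prps1 between -0.92 and -0.98 without any 1 of mice 280, 307, 282, 283 and 306. Tkt (0.47, adjusted p = 0.00228) and Taldo1 (-0.41, adjusted p = 0.00154), the enzymes of the non-oxidative branch, were not called, and Taldo1 turned to 0.54 with equal totals. The list's median was -0.05 and 0.22 relative to all genes (adjusted p = 0.456 from limma camera, and adjusted p = 0.626 with an estimated correlation), with -0.09 in lane 1 and -0.02 in lane 8. With equal totals 5 were higher, none was lower and the median was 0.90.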

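G6pdx, which makes the first NADPH of the pathway, lies on chromosome X of mm10 from 74409486 to 74429161. Its signal was 1565 ± 287 (SD, n = 4 mice) in DTG muscle and 433 ± 38.7 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 3.61 and a log2 fold change of 1.81 (standard error 0.15, adjusted p = 1.0e-05) from limma. Pgd, the next enzyme and another source of NADPH, lies on chromosome 4 from 149149985 to 149166707. Its signal was 3494 ± 274 (SD, n = 4 mice) in DTG muscle and 1507 ± 103 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 2.32 and a log2 fold change of 1.21 (standard error 0.09, adjusted p = 7.8e-06). Both were higher in 4 of 4 DTG mice than in every control.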

Consistent with an increase in metabolite flux through the pentose phosphate pathway, a metabolite level crossover was detected by reductions in 6-phosphogluconic acid (6PG) and G6P and a 1.8-fold accumulation of ribose-5-phosphate (R5P). Increased flux through the pathway was also indicated by increases in purines and pyrimidine metabolites including AICAR and xanthosine (Additional file 6: Figure S3). Also consistent with the increase in the biosynthetic flux through this pathway, there was a marked increase in muscle tissue total RNA (Fig. 4b). Two weeks of *Akt1* transgene activation led to an ~2.8-fold increase in total RNA in gastrocnemius muscle (0.33 ± 0.03 μg/mg in MckrtTA vs. 0.92 ± 0.14 in DTG, *p* = 0.0286). The increase in tissue RNA was probably reflective of an increase in rRNA to meet the demand for increased protein synthesis.

**Fig. 4:**
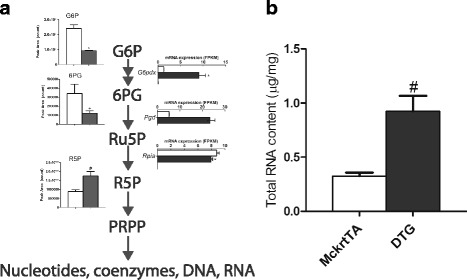
Regulation of pentose phosphate pathway metabolites and transcripts upon Akt1-mediated skeletal muscle growth. **a** Pathway regulation is indicated as described in the legend of Fig. 3. **b** Corresponding to an increase in pentose phosphate pathway flux, there was a significant 2-fold increase in total RNA yield per mg of muscle in Akt-mediated muscle growth (*p* < 0.05)

BCAA pathways were also enriched in the growing muscle. Accumulations of Ile and Leu (1.67- and 1.55-fold, respectively) were observed during Akt1-mediated muscle growth (Fig. 5a). 

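Most transcripts for the breakdown of the branched-chain amino acids were lower in DTG muscle on the deposited scale. Of 26 genes of the pathway, 22 were lower, none was higher and 4 were not called (22 lower when adjusted over the list alone). Bckdhb, a subunit gene of the dehydrogenase that commits the keto acids to oxidation, lies on chromosome 9 of mm10 from 83925152 to 84124240. Its signal was 1061 ± 125 (SD, n = 4 mice) in DTG muscle and 2900.4 ± 306 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of -1.44 (standard error 0.12, adjusted p = 8.9e-06) from limma. Bckdha, its partner subunit, fell by 1.36 (adjusted p = 1.9e-05). Ppm1k, the phosphatase that activates the complex, fell by 1.27 (adjusted p = 1.7e-05), and Pcca, which takes propionyl-CoA toward the TCA cycle, fell by 1.61 (adjusted p = 1.9e-05). The median was -1.29 and -1.02 relative to all genes (adjusted p = 5.8e-07 from limma camera, and adjusted p = 0.509 with an estimated correlation), with -1.33 in lane 1 and -1.29 in lane 8. Lower genes numbered 16 with a trimmed mean of log ratios, 13 with a median of ratios and 0 with equal totals, where the median was -0.34.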

Correspondingly, 17 genes encoding for enzymatic activities involved in the catalytic disposal of BCAA were downregulated (Fig. 5b), including the first 2 enzymes common to the degradation of three amino acids, branched-chain aminotransferase (encoded by *Bcat2*) and the rate limiting branched-chain α-keto acid dehydrogenase complex (encoded by *Bckdha* and *Bckdhb*). 

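Bcat2 lies on chromosome 7 of mm10 from 45570153 to 45589710 and encodes the mitochondrial enzyme that removes the amino group of leucine, isoleucine and valine. Its signal was 2745 ± 347 (SD, n = 4 mice) in DTG muscle and 7926 ± 700.3 (SD, n = 4 mice) in MckrtTA muscle. The control mean was 2.89 times the DTG mean, a log2 fold change of -1.53 (standard error 0.11, adjusted p = 5.7e-06) from limma, which is the smallest adjusted p of the pathway. With equal totals Bcat2 stood at -0.58 and was not called.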

The primary BCAA aminotransferase isoenzyme responsible for initiating BCAA catabolism, mitochondrial Bcat2, that is predominantly expressed by muscle, was downregulated 2.9-fold at mRNA level. In contrast, the much less abundant cytosolic BCAT isoenzyme (*Bcat1*), which has roles other than BCAA oxidation, increased by 16.6-fold. In addition to the accumulation of BCAA, cysteine level increased 3.79-fold during Akt1-mediated muscle growth (*p* < 0.05), and increased Asp level was also observed (Fig. 5a).

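Bcat1 lies on chromosome 6 of mm10 from 144993835 to 145076157. Its signal was 594 ± 149.9 (SD, n = 4 mice) in DTG muscle and 36.7 ± 6.53 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 16.2 and a log2 fold change of 3.67 (standard error 0.21, adjusted p = 1.9e-06) from limma. The fitted value is smaller than the ratio because 10 is added to each signal before the logarithm. Bcat2 over Bcat1 was 220.3 ± 39.0 (SD, n = 4 mice) in MckrtTA and 4.96 ± 1.78 (SD, n = 4 mice) in DTG muscle, so the mitochondrial form stayed the more abundant of the pair in every DTG mouse, with a lowest ratio of 3.32.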

**Fig. 5:**
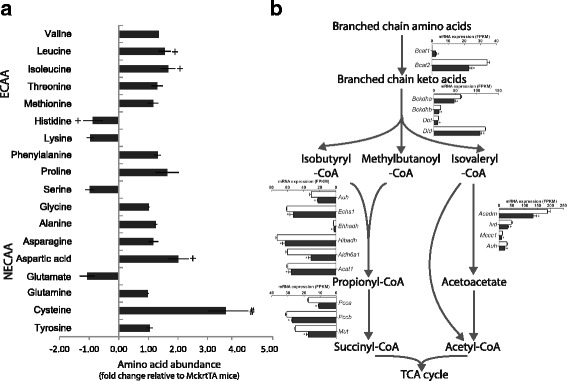
Changes in amino acid metabolism associated with Akt1-mediated muscle growth. **a** Relative levels of essential and non-essential amino acids (ECAA, NECAA) in the gastrocnemius muscles from DTG mice compared to those from MckrtTA mice. # denotes *p*-value <0.05, + denotes *p*-value <0.1. **b** Schematic representation of changes in the expression of transcripts encoding for branch chain amino acid degradation enzymes represented by histograms. Open column is control (MckrtTA) and filled column is DTG mice. * denotes transcripts with FDR <0.005

### Signaling pathways involved in Akt1 mediated muscle growth

To identify the canonical signaling pathways mediating muscle growth, we performed Ingenuity Pathway Analysis (IPA) enrichment tests for the differentially expressed genes (Additional file 7: Table S4). Manual curating these enriched pathways suggested that “growth/cell cycle regulation” and “cellular immune response” are the major transcriptional signature in Akt1-mediated muscle growth (Table 1).

**Table 1:** Ingenuity analysis of canonical signaling pathways enriched by Akt1-mediated muscle growth

	Pathways	P	Ratio	z-score
Growth/Cell Cycle Regulation	Cyclins and Cell Cycle Regulation	2.38	0.31	3.64
	Integrin Signaling	4.83	0.30	2.78
	ILK Signaling	4.93	0.31	2.50
	Estrogen-mediated S-phase Entry	3.08	0.50	2.31
	Actin Cytoskeleton Signaling	4.22	0.28	2.06
	Mitotic Roles of Polo-like Kinase	3.02	0.35	2.00
	p70S6K Signaling	2.39	0.28	1.77
Cellular Immune Response	Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes	9.02	0.46	4.42
	Dendritic Cell Maturation	5.19	0.32	4.24
	Leukocyte Extravasation Signaling	5.50	0.31	3.78
	Toll-like Receptor Signaling	4.19	0.38	3.77
	Role of Pattern Recognition Receptors in Bacteria & Viruses Recognition	4.02	0.32	3.40
	Production of Nitric Oxide & Reactive Oxygen Species in Macrophages	5.52	0.32	2.94
	TREM1 Signaling	6.64	0.45	2.65
	IL-8 Signaling	4.23	0.29	2.50
	NF-κB Signaling	4.15	0.30	2.38
	Tumoricidal Function of Hepatic Natural Killer Cells	2.51	0.46	2.12

P is reported as (-log (B-H *p*-value)). Ratio denotes the ratio of DEG specific to the pathway in this study divided by the total number of the genes in this pathway designated by IPA knowledge database. Z-score indicates a pathway with genes exhibition overall increased mRNA levels (positive value) or decreased mRNA levels (negative value)

In the growth/cell cycle regulation category, “cyclins and cell cycle regulation”, “estrogen-mediated S-phase entry” and “mitotic roles of polo-like kinases” were predicted to be significantly activated pathways in the muscle of DTG mice (*p* < 0.001, Z-score 3.6, 2.3 and 2, respectively). 

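Genes of these pathways moved in both directions on the deposited scale. Of 23 genes of Table S4 for cyclins and cell cycle regulation, 11 were higher, 9 lower and 3 not called. Ccne1, the cyclin of S-phase entry, rose by 3.05 (adjusted p = 8.2e-06). Lower genes included the cyclin-dependent kinase inhibitor gene Cdkn1b (-1.13), the transcriptional repressor gene E2f6 (-1.70) and the phosphatase subunit gene Ppp2r3a (-1.81). For S-phase entry 9 of 12 were higher and 3 lower, and for polo-like kinases 15 of 23 were higher, 7 lower and 1 not called. In limma camera the cyclin list had no direction (adjusted p = 0.579, and adjusted p = 0.626 with an estimated correlation). That test asks whether the members move together, so the fall of an inhibitor gene such as Cdkn1b counts against a rise. It is another measure than the z-score by which the paper predicts activated pathways, and does not test that prediction. The S-phase list had a median of 2.30 (adjusted p = 0.00331, and adjusted p = 0.278 with an estimated correlation) and the polo-like kinase list one of 2.20, and 1.97 without the 1 gene with 3 or fewer reads over the controls (adjusted p = 0.00928, and adjusted p = 0.191 with an estimated correlation). Lane medians were 2.08 in lane 1 and 2.51 in lane 8 for S-phase entry and 2.00 in lane 1 and 2.35 in lane 8 for polo-like kinases. The lists hold the genes that the study called in these libraries, so none of these counts is independent evidence. With equal totals the lower genes numbered 1, 0 and 1, and with a median of ratios 4, 2 and 6.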

Many transcripts encoding for cyclins, and cyclin dependent kinases were upregulated upon Akt1-mediated muscle growth (Fig. 6a). 

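Genes of the cell cycle rose as a block in DTG muscle. Of 49 genes of mitosis and cell cycle control, 39 were higher, 1 was lower and 9 were not called (39 and 1 when adjusted over the list alone). Cdt1, which licenses replication origins, lies on chromosome 8 of mm10 from 122568015 to 122573130. Its signal was 841 ± 186 (SD, n = 4 mice) in DTG muscle and 47.1 ± 19.0 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of 3.94 (standard error 0.29, adjusted p = 5.8e-06) from limma. Top2a rose by 5.75 (adjusted p = 9.9e-06) and Cdk1, the kinase that drives mitosis, by 5.57 (adjusted p = 1.5e-05). The securin gene Pttg1 went the other way (-1.48, adjusted p = 5.2e-05). The median was 3.22, and 3.13 without the 1 gene with 3 or fewer reads over the controls (adjusted p = 7.6e-14 from limma camera, and adjusted p = 0.320 with an estimated correlation), with 2.98 in lane 1 and 3.44 in lane 8. Of 27 genes of DNA replication, 13 were higher and 1 lower, with Mcm5 of the replicative helicase at 3.24 (adjusted p = 5.5e-06) and the single-strand binding gene Rpa2 at -1.06 (adjusted p = 0.000119), a call that is lost without mouse 282 (-0.998). Their median was 0.90 (adjusted p = 2.9e-06 from limma camera, and adjusted p = 0.381 with an estimated correlation). With equal totals 23 of the replication genes were higher and 0 lower, with a median of 1.84.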

Consistent with the finding that cell cycle regulation pathways are enriched in the Akt1-mediated muscle growth, the IPA upstream regulator analysis algorithm also identified cyclin D1 as a nodal point regulator mediating the gene expression changes found in Akt1-mediated muscle growth (Additional file 8: Figure S4A). In this analysis, expression of 55 transcripts in Akt1-meidated muscle growth were directly regulated by cyclin D1 as predicted by the IPA literature knowledge base (*p* < 0.001, z-score 4.1, Additional file 8: Figure S4A), including several transcription factors important for cell cycle progression and proliferation (e.g. *Myc*, *Foxm1*, and *Uhrf1*). 

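Ccnd1, which encodes cyclin D1 itself, lies on chromosome 7 of mm10 from 144929931 to 144939925. Its signal was 3064 ± 263 (SD, n = 4 mice) in DTG muscle and 504 ± 199 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of 2.66 (standard error 0.25, adjusted p = 2.1e-05) from limma. Myc, a driver of cell growth, lies on chromosome 15 from 61985341 to 61990361 and rose by 1.76 (adjusted p = 1.8e-05). Foxm1, which drives mitotic gene expression, rose by 3.39 (adjusted p = 0.000101), and Uhrf1, which copies DNA methylation at replication, by 4.63 (adjusted p = 3.7e-06). All 4 genes were higher in each of the 4 DTG mice than in any control.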

Notably, we also observed significant increase in the expression of *Myod1* (3.7-fold) and *Myog* (17.6-fold) transcripts that encode the transcriptional regulators of early muscle differentiation in the *Akt1* over-expressing muscle (Additional file 8: Figure S4B). In addition, our model of selective Akt1 induction in muscle is accompanied by an activation of embryonic program, indicated by the increases in transcripts encoding for isoforms associated with embryonic muscle development including cardiac troponin T type 2 (*Tnnt2*) or cardiac myosin binding protein c (*Mybpc3*), embryonic (*Myh3*) and neonatal myosin heavy chain (*Myh8*) (Additional file 8: Figure S4B). 

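Myog lies on chromosome 1 of mm10 from 134290004 to 134292548. Its signal was 7287 ± 1726 (SD, n = 4 mice) in DTG muscle and 364 ± 106 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 20.0 and a log2 fold change of 4.31 (standard error 0.23, adjusted p = 1.6e-06) from limma. Myod1 lies on chromosome 7 from 46376474 to 46379092, with a signal of 4191 ± 1108 (SD, n = 4 mice) in DTG muscle and 1094 ± 252 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 3.83 and a log2 fold change of 1.92 (standard error 0.21, adjusted p = 4.6e-05). Of 18 genes of myogenic differentiation and embryonic isoforms, 11 were higher and none was lower (11 when adjusted over the list alone). The adhesion molecule gene Ncam1 (4.29, adjusted p = 1.7e-07) and the acetylcholine receptor gene Chrna1 (3.97, adjusted p = 2.8e-07) had the smallest adjusted p among them. The median was 3.32 (adjusted p = 4.1e-06 from limma camera, and adjusted p = 0.280 with an estimated correlation), with 2.87 in lane 1 and 3.87 in lane 8.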

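Tnnt2, the cardiac troponin T gene that embryonic muscle also uses, lies on chromosome 1 of mm10 from 135836386 to 135852261. Its signal was 7135 ± 3266 (SD, n = 4 mice) in DTG muscle and 278 ± 58.7 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of 4.53 (standard error 0.32, adjusted p = 4.6e-06) from limma. Myh3 and Myh8 rose by 5.31 (standard error 1.06, adjusted p = 0.00157) and 4.71 (standard error 1.06, adjusted p = 0.00321), with wide errors that come from mouse 253. Without it they stood at 6.59 (adjusted p = 8.5e-08) and 6.00 (adjusted p = 4.2e-08). Without any 1 of mice 280, 307, 282, 283 and 306 the call of Myh3 is lost, at an adjusted p of up to 0.00610, and without any 1 of the 7 mice other than 253 that of Myh8 is lost, at up to 0.0106. Mybpc3 was not tested, since its signal was 6.74 to 15.8 in DTG and 0 to 2.87 in MckrtTA mice, under the minimum of 25. The 5 tested genes, Myod1 and Myog among them, had a median of 4.53 (adjusted p = 0.000918 from limma camera, and adjusted p = 0.261 with an estimated correlation), with 3.45 in lane 1 and 5.04 in lane 8, and the study chose them from these libraries.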

Immunohistochemical analysis confirmed that expression of embryonic myosin heavy chain (eMHC), encoded by *Myh3*, is readily detectable in the transgenic muscle following 2 weeks of Akt1 overexpression (Additional file 8: Figure S4C). Many of these eMHC-positive myofibers contained centralized nuclei, suggestive of satellite cell recruitment and the activation of a regenerative transcriptional program.

**Fig. 6:**
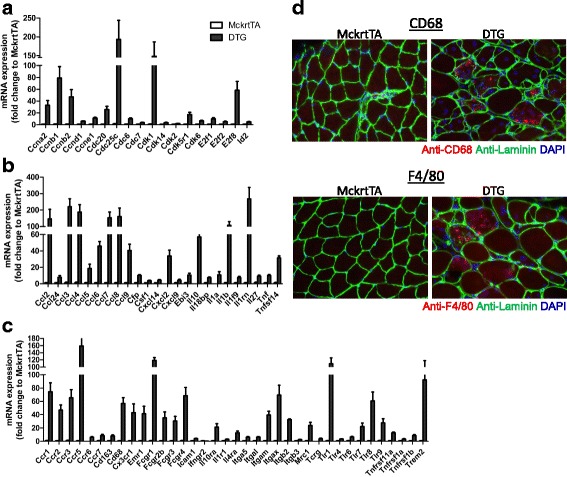
Increased expression of cell cycle regulators and pro-inflammatory transcripts during Akt1-mediated muscle growth. Transcripts with significant expression changes (fold change ≥ 2-fold, FDR < 0.005 for all transcripts) from RNA-seq results were represented in the histograms. **a** Increased expression of transcripts encoding for cell cycle regulators in Akt1-mediated muscle growth. **b** Expression changes of transcripts encoding for chemokines or cytokines in the gastrocnemius muscles of MckrtTA and DTG mice (fold change ≥ 2-fold, FDR < 0.005 for all transcripts listed). **c** Increased expression of the transcripts encoding for receptors of chemokines/cytokines and inflammatory cell markers (fold change ≥ 2-fold, FDR < 0.005 for all transcripts listed). **d** Immunohistochemical analysis showing the increased presence of inflammatory cell markers CD68 and F4/80 in gastrocnemius muscle from DTG mice compared to control STG mice

### Akt1-mediated muscle growth activates inflammatory pathways

Many of the differentially expressed genes are associated with Akt1-mediated muscle growth are modulators of inflammation (Table 1). Six of these enriched inflammation pathways listed in Table 1 are composed of genes that are expressed at very low levels, or below the level of detection, in the control muscle, suggesting that their marked upregulation during Akt1-mediated hypertrophy may be due to the infiltration of inflammatory cells. Several of these activated pathways share common DEGs encoding for pro-inflammatory cytokines including *Il1a*, *Il1b*, *Il10*, *Ccl2* and *Tnf* (Fig. 6b). 

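Most of the tested genes of phagocytosis and Toll-like receptor signalling were higher in DTG muscle. Of 40 tested genes of Table S4 for Fc gamma receptor phagocytosis, 34 were higher and 5 lower. Fgr, a Src-family kinase gene of myeloid cells, rose by 5.49 (adjusted p = 1.7e-07), and Rac2, the small GTPase gene of blood cells, by 4.86 (adjusted p = 2.8e-07). The lower genes included Prkcq, the protein kinase C gene of muscle and T cells (-2.11, adjusted p = 5.2e-06). Of 26 genes for Toll-like receptor signalling 22 were higher and 4 lower, among the latter the adaptor gene Tab2 (-1.45, adjusted p = 5.5e-06). Medians were 1.88 for phagocytosis (adjusted p = 3.9e-13 from limma camera, and adjusted p = 0.158 with an estimated correlation) and 2.46 for Toll-like receptors, or 2.44 without the 1 gene with 3 or fewer reads over the controls (adjusted p = 6.8e-08 from limma camera, and adjusted p = 0.200 with an estimated correlation). By lane they were 1.86 in lane 1 and 1.93 in lane 8 for phagocytosis and 2.20 in lane 1 and 2.56 in lane 8 for Toll-like receptors. Both lists were drawn from these libraries, so their counts are not independent evidence. With equal totals 1 of the phagocytosis genes and none of the Toll-like receptor genes was lower.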

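Markers of macrophages started from a low level in control muscle and were higher in DTG muscle without exception among those tested. Of 25 markers, 25 were higher (25 when adjusted over the list alone), with a median of 4.72 and quartiles at 4.05 and 5.49 (adjusted p = 1.0e-14 from limma camera, and adjusted p = 0.295 with an estimated correlation). Medians by lane were 4.39 in lane 1 and 5.05 in lane 8. Fcgr1, the high-affinity receptor for antibody, lies on chromosome 3 of mm10 from 96282909 to 96293969 and had a signal of 2059 ± 279.6 (SD, n = 4 mice) in DTG muscle and 17.4 ± 7.24 (SD, n = 4 mice) in MckrtTA muscle. Tyrobp, the adaptor of myeloid receptors, stood at 132 ± 13.9 (SD, n = 4 mice) in MckrtTA and 4707 ± 1388 (SD, n = 4 mice) in DTG muscle, and Mpeg1, whose product attacks engulfed bacteria, at 235 ± 20.3 (SD, n = 4 mice) and 23175 ± 11539 (SD, n = 4 mice). For the enriched inflammation pathways with low levels in control muscle, the paper proposes infiltration of inflammatory cells as the reason for their rise.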

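Genes of inflammatory cytokines and chemokines were higher almost throughout. Of 26 tested, 24 were higher and 1 was lower (24 and 1 when adjusted over the list alone). Ccl2, which draws monocytes, lies on chromosome 11 of mm10 from 82035577 to 82037452 and had a signal of 2593 ± 2072 (SD, n = 4 mice) in DTG muscle and 17.7 ± 14.0 (SD, n = 4 mice) in MckrtTA muscle. Ccl6 and Ccl9, chemokines of myeloid cells, rose by 5.48 (adjusted p = 4.1e-07) and 5.25 (adjusted p = 1.3e-06), and Tnf by 2.29 (adjusted p = 2.5e-05). Il1b had about 2 reads over the 4 control libraries and 406 over the DTG libraries, a ratio of 109 after scaling with a 95% counting interval from 30.0 to 903. Such an interval pools the estimated reads of all mice of a group and leaves out the spread between mice. Il10 is listed at 0 in all 4 controls and at 56.9 ± 33.4 (SD, n = 4 mice) in DTG muscle, and limma called it higher (adjusted p = 0.000198). Il1a was below the minimum of 25 in each of the 8 libraries and was not tested, with at most 22.6 in a DTG mouse and 0 in the controls. The interleukin 12 subunit gene Il12a was the exception (-1.47, adjusted p = 0.000185). The median was 2.65, and 2.17 without the 6 genes with 3 or fewer reads over the controls (adjusted p = 2.2e-10 from limma camera, and adjusted p = 0.158 with an estimated correlation), with 2.44 in lane 1 and 2.92 in lane 8.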

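Receptors for chemokines, interleukins, TNF and microbial ligands were higher in DTG muscle. Of 25 receptor genes tested, 20 were higher and none was lower (20 when adjusted over the list alone). Ccr2, the receptor that monocytes use to leave the blood, lies on chromosome 9 of mm10 from 124102183 to 124113557. Its signal was 8515 ± 2809.9 (SD, n = 4 mice) in DTG muscle and 182 ± 43.3 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of 5.44 (standard error 0.25, adjusted p = 7.1e-07) from limma. Ccr1 rose by 5.92 and Ccr7 by 1.84. Ccr3 had about 2 reads over the 4 control libraries, and its ratio of 69.5 has a 95% counting interval from 19.1 to 577, again without the spread between mice. Ccr4 and Ccr6 were not tested, with at most 9.46 and 8.77 in any DTG mouse. Toll-like receptor genes ran from Tlr13 (6.05), Tlr1 (5.95) and Tlr8 (5.30) over Tlr7 (4.17) and Tlr9 (4.09) to Tlr6 (2.56) and Tlr4 (1.83). Il4ra rose by 3.57, Tnfrsf11a by 3.53, Tnfrsf1b by 3.06, Tnfrsf1a by 1.70 and Il1r1 by 1.58. The median was 3.02, and 2.88 without the 1 gene with 3 or fewer reads over the controls (adjusted p = 5.2e-12 from limma camera, and adjusted p = 0.158 with an estimated correlation), with 2.65 in lane 1 and 3.28 in lane 8.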

Other highly upregulated transcripts were interleukin/chemokine receptors (e.g. *Il1r1*, *Il4ra*, *Ccr1*-*7*), members of toll-like receptors (e.g. *Tlr1*, *4*, *6*, *7*, *8*, *9*) and TNF-receptor family members (e.g. *Tnfrsf11a*, *1a*, *1b*) (Fig. 6c). 

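Cd68, a lysosomal glycoprotein gene of macrophages, lies on chromosome 11 of mm10 from 69664371 to 69666062. Its signal was 7615 ± 2338 (SD, n = 4 mice) in DTG muscle and 134 ± 14.1 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of 5.67 (standard error 0.23, adjusted p = 5.1e-07) from limma. Itgb2, the shared beta chain of leukocyte integrins, lies on chromosome 10 from 77530348 to 77565674, with a signal of 5041 ± 339 (SD, n = 4 mice) in DTG muscle and 155 ± 35.5 (SD, n = 4 mice) in MckrtTA muscle and a log2 fold change of 4.95 (standard error 0.15, adjusted p = 1.7e-07). Its partner Itgam rose by 5.22 (adjusted p = 6.7e-07). Cd68 was lower in mouse 253 (4366) than in the other DTG mice (7615 to 9772).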

The marked upregulation of inflammatory cell markers, such as *Cd68* and *Itgb2*, was also observed (Fig. 6c).

As the transcriptomic data suggested that monocytic cells infiltrate the rapidly growing muscle of DTG mice, immunohistochemical analysis of the gastrocnemius muscle sections was performed to assess for the presence of macrophages. The transgenic muscle mice showed positive staining for the macrophage markers CD68 and F4/80 (Fig. 6d). Little or no staining was detected in control muscle. The CD68+ and F4/80+ cells in the DTG mice tended to be localized to enlarged, irregular-shaped myofibers, many of which contained centralized nuclei. These results indicate that there is an inflammatory program in the transgenic mice that may contribute to the activation of regenerative myogenesis during Akt1- mediated muscle growth.

### Secreted protein transcripts induced by Akt1-mediated muscle growth

It is well established that Akt overexpression in muscle leads to changes both in the muscle and at remote tissues [15, 20–24]. To explore the hypothesis that these changes may be coordinated by secreted proteins, candidate muscle-derived secreted proteins were analyzed in the transcriptome data set. 

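Secreted factors moved in both directions, with chemokine and matrix genes among the rises and myostatin and a myostatin-binding protein among the falls. Of the 174 genes that Table S5 lists as upregulated, 152 could be tested, and of these 143 were higher and none was lower. Of the 66 listed as downregulated, 65 were tested, and 57 were lower and none was higher. Egflam, an extracellular matrix gene, fell by 2.42 (adjusted p = 7.1e-07) and Wfikkn2, which binds myostatin, by 2.59 (adjusted p = 2.7e-06). The medians were 2.60 (adjusted p = 4.3e-37 from limma camera, and adjusted p = 0.158 with an estimated correlation) and -1.52 (adjusted p = 9.2e-12 from limma camera, and adjusted p = 0.158 with an estimated correlation). By lane they were 2.63 in lane 1 and 2.70 in lane 8 for the first and -1.53 in lane 1 and -1.36 in lane 8 for the second list. Without the 17 genes that had 3 or fewer reads over the controls, the first median was 2.52. The table was chosen on these libraries and lists transcript isoforms at a smaller minimum fold, whereas the values here are sums over each gene, so the counts are not independent evidence. With equal totals 17 of that second list were lower and 1 was higher.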

At the 2 week time point, 174 differentially regulated transcripts encoding putative secreted proteins were upregulated, whereas 66 were downregulated (Additional file 9: Table S5). A Panther over-representation test was performed to determine the protein classes represented by these differentially expressed secreted proteins. This analysis revealed that most of these encoded proteins could be classified as chemokines, cytokines, extracellular matrix proteins, protease or protease inhibitors (Additional file 10: Table S6). Among these putative secreted proteins, several of the Akt1-mediated secreted proteins have been previously characterized to mediate muscle growth/myogenesis (Fig. 7a), bone homeostasis (Fig. 7b), metabolism (Fig. 7c), and cardiovascular functions (Fig. 7d). 

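Secreted factors with known roles in muscle, bone, metabolism and vessels were mostly higher. Of 16 such genes that the study names, 13 were higher, 1 was lower and 2, Bdnf and Fndc5, were not called. The study set a smaller fold minimum of 1.5 for these factors, which Fndc5 passed. Lcn2, an iron-siderophore binder, rose by 4.26 (standard error 0.67, adjusted p = 0.000381), but its value without mouse 253 was 3.57. Angptl4, an inhibitor of lipoprotein lipase, rose by 3.67 (standard error 0.57, adjusted p = 0.000357), and by 3.05 without control mouse 281. The matrix gene Svep1 rose by 2.30 (standard error 0.32, adjusted p = 0.000181). The 16 genes had a median of 2.08, and 1.86 without the 1 gene with 3 or fewer reads over the controls (adjusted p = 9.9e-06 from limma camera, and adjusted p = 0.224 with an estimated correlation), with 1.87 in lane 1 and 2.35 in lane 8. They were picked by the study from these libraries.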

Some of the proteins encoded by these transcripts have been shown to be secreted into the circulation during exercise or muscle growth, such as *Igf1* [36], *Fstl1* [37], *Metrnl* [38], and *Bdnf* [39].

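Igf1, a growth factor of muscle that other cell types also make, lies on chromosome 10 of mm10 from 87859056 to 87937047. Its gene-level signal was 6436 ± 2829.7 (SD, n = 4 mice) in DTG muscle and 1145 ± 213 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of 2.37 (standard error 0.34, adjusted p = 0.000206) from limma. All 4 DTG mice stood above all controls, from 2813 in the lowest to 9148 in the highest, against 1386 in the highest control. The values sum the isoforms of the gene, and no isoform of Igf1 is listed separately in the deposited values.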

**Fig. 7:**
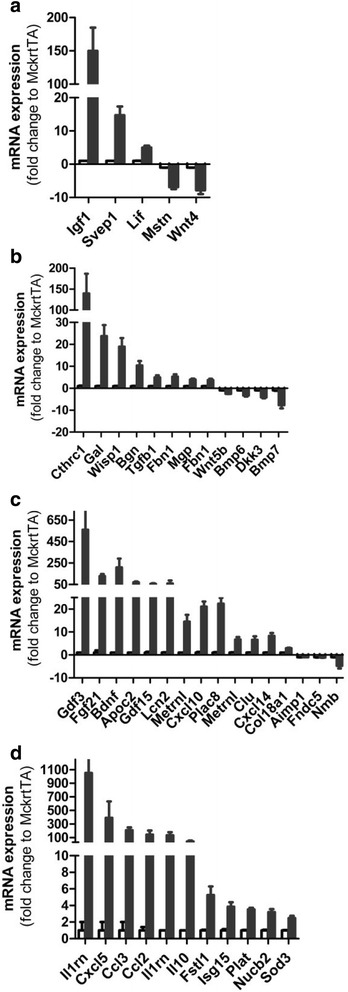
Akt1-mediated muscle growth alters the expression of transcripts encoding putative secreted proteins. RNA-seq profiling showed changes in factors implicated in the regulation of muscle growth (**a**), bone homeostasis (**b**), whole-body metabolism (**c**) and cardiovascular function (**d**) are shown. Open columns indicate control (MckrtTA) mice and filled columns indicate DTG mice. For all the transcripts listed, expression levels were changed with a fold change ≥ 1.5-fold or ≤ -1.5-fold and FDR < 0.005

## Discussion

A small but growing series of studies have shown that increases in fast-twitch skeletal muscle mass, with no increase in oxidative capacity, can lead to improvements in systemic metabolism [18]. Furthermore, it is becoming increasingly appreciated from clinical studies that resistance exercise, that leads selectively to the growth of faster-twitch muscle, can diminish the risk of cardiovascular disease [2, 40]. However, the cellular and molecular mechanisms by which fast-twitch muscle exerts these effects are poorly understood. Some of the beneficial effects of resistance exercise on whole-body metabolism can be attributed to the increase in calorie consumption for maintaining muscle mass. In addition, the growing muscle can secrete peptides or metabolites into circulation that may affect remote metabolic and cardiovascular tissues. Previously, our lab has reported that a murine model of fast-twitch glycolytic muscle growth that is triggered by the inducible expression of a constitutively active *Akt1 *isoform. These mice display accelerated muscle regeneration [23, 24], resistance to systemic metabolic dysfunction [15] and preserved function in models of cardiometabolic and renal diseases [21, 22]. Thus, to better understand the cardiometabolic-protective properties of Akt1-mediated muscle growth we performed RNA sequencing and non-targeted metabolomic analyses on this muscle tissue from this model.

Consistent with our previous report [15], there was a 30% increase in the mass of fast/glycolytic (gastrocnemius) muscle from transgenic mice with 2 weeks of Akt1 overexpression, that was accompanied by an increase in the mean cross sectional area of type IIb myofibers and an increase in the distribution of IIb myofibers. Akt1 is a multifunctional kinase that integrates signals from nutrients, growth factors, energy status and environment stresses to control cellular growth. Prior studies have shown that Akt1 is a regulator of muscle growth through activation of mTOR signaling [17, 41]. In the current study, the P70S6K signaling pathway, a canonical downstream substrate of mTOR, was found to be enriched (Table 1), and it is likely to contribute to Akt1-mediated muscle growth.

Combining transcriptional/metabolomic data, we identified the robust upregulation of biosynthetic metabolic pathways and the downregulation of catabolic pathways in Akt1-mediated muscle growth. Intermediates that comprise the core metabolic pathways of glycolysis and the TCA cycle were depleted in the growing muscle of the Akt1-mediated muscle growth, consistent with a large demand for intermediates required for the synthesis of proteins and nucleic acids. The pentose phosphate pathway was one of the most significantly enriched metabolic pathways in the growing muscle. Indeed, changes in purine metabolism and increased total RNA content in the MyoMouse muscle, suggests that enhanced flux through the pentose phosphate pathway is integral in reprograming the tissue to support rapid type IIb muscle growth. There was a significant 2-fold increase in the level of the R5P intermediate and increased mRNA expression of the first 2 enzymes in the pathway, *G6pdx* and *Pgd. G6pdx* encodes for the rate-limiting enzyme of the pathway, catalyzing the first irreversible reaction that leads to the generation of R5P, a precursor for de novo nucleotide biosynthesis [42]. The finding of increased flux through the pentose phosphate pathway upon Akt1-mediated muscle growth is consistent with previous findings showing that *G6pdx* transcriptional activation is dependent on insulin/PI3K/Akt/mTOR signaling [43]. It has also been reported that enzyme activities of *G6pdx*- and *Pgd*-encoded proteins are significantly induced during muscle regeneration and that this induction can be reversed by administration of cycloheximide and actinomycin D [44]. Collectively, these results suggest that Akt1-mediated muscle growth is dependent on enhanced pentose phosphate pathway flux to support the rapid muscle growth.

Akt1-mediated muscle growth led to increased leucine and isoleucine accumulation, and this was accompanied by the diminished expression by transcripts that encode for BCAA degradation enzymes. BCAAs, and in particular leucine, are strong activators for muscle protein synthesis [45, 46]. Reductions in transcripts encoding BCAA catabolic enzymes have been reported in other studies, such as muscle growth in response to synergic ablation [47]. Notably, the significant transcriptional suppression of BCAA degradation enzymes in Akt-mediated muscle growth was in marked contrast to the muscle-specific *PGC1α *transgenic mice that display a uniform increase in the transcripts that encode BCAA catabolic enzymes [48]. It was proposed that upregulation of BCAA catabolic enzymes (i.e. *Hibch* and *Hibadh*) in the muscle-specific *PGC1α *transgenic mice results in muscle secretion of a BCAA catabolic intermediate, 3-hydroxyisobutyrate, which activates endothelial fatty acid transport and promotes lipid accumulation in muscle, leading to insulin insensitivity in this model [48]. In contrast, the *Akt1* transgenic mice showed a 2.2-fold decrease in *Hibadh* mRNA and an overall downregulated BCAA catabolism, which provide a mechanistic explanation for the differences in insulin sensitivity observed in these two models of high-fat diet fed transgenic mice [15].

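Hibadh, which oxidizes the valine intermediate 3-hydroxyisobutyrate, lies on chromosome 6 of mm10 from 52546230 to 52640300. Its signal was 7466 ± 1459 (SD, n = 4 mice) in DTG muscle and 16493 ± 673 (SD, n = 4 mice) in MckrtTA muscle. The control mean was 2.21 times the DTG mean, a log2 fold change of -1.16 (standard error 0.14, adjusted p = 7.0e-05) from limma. Hibch, which releases 3-hydroxyisobutyrate in the step before, was lower by less than the fold minimum (-0.91, standard error 0.17, adjusted p = 0.000944) and was called lower without mouse 253 (-1.09). With equal totals Hibadh stood at -0.21, without a call, and Hibch turned to 0.04.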

Cyclins and cell cycle regulation are other functional categories enriched in the DEG analysis of Akt1-mediated muscle growth. Using the Upstream Regulator Analysis in the IPA software package, Cyclin D1 was identified as a significant regulator mediating transcriptional changes in 55 genes during Akt1-mediated muscle growth (Additional file 8: Figure S4A). These results are consistent with the satellite cell activation accompanied by the improvement in muscle regeneration previously described with this model [23]. The finding of cell cycle activation in the Akt1-mediated muscle growth is also consistent with a recent human cohort study, where 16-weeks of resistance training induced upregulation in Cyclin D1 expression, and higher levels of satellite cell activation in the individuals with robust muscle hypertrophy, but not in the non-responders [49]. Increased myonuclear number and satellite cell content occurs during muscle hypertrophy in humans, particularly in individuals with high extents of muscle growth [50, 51]. Consistently, Akt1-mediated mTOR signaling has been shown to be important for priming satellite cells for cell cycle entry [52] and for the expression of myogenic factor such as myogenin and MyoD (Additional file 8: Figure S4B) [53]. In the current study, muscle growth was associate with a 3.7-fold increase in *Myod1* mRNA and a 17-fold increase in *myog* mRNA. MyoD is known to epigenetically regulate muscle cytoskeletal proteins expression [54] and promote expansion of muscle progenitor cells. These findings are consistent with a report showing that Akt1 increases myonuclei number per fiber by promoting MyoD-mediated myogenic transcription regulation during myoblast differentiation [55]. Finally, immune-histochemical analysis revealed a significant increase in embryonic-like muscle fibers during in Akt1-mediated muscle growth (Additional file 8: Figure S4C) accompanied by a trend of increase in embryonic and neonatal myosin heavy chain (*Myh3* and *Myh8*). Thus, we speculate the increased expression of embryonic and neonatal myosin heavy chain in the transgenic muscle is a result of robust muscle progenitor cell proliferation, followed by cell cycle arrest and differentiation.

Emerging evidence indicates that induction of fetal sarcomeric proteins in adult tissues is triggered by or associated with the altered expression of the key metabolic enzymes [56, 57]. In adult failing heart, for example, the expression of fetal sarcomeric proteins is accompanied by metabolic switching to more closely resemble the fetal heart, such as a switch from fatty acid metabolism to anaerobic glycolysis, which is thought to protect against functional impairment and cell death [57]. While it is well-established that skeletal muscle alters myofiber type in response to stress, the consequences of metabolic shifts during fetal re-programing is less known. In activated satellite cells, genes regulating glycolysis are upregulated [58, 59], and it has also been shown that byproducts of glycolysis are required for successful differentiation of C2C12 murine myoblasts [60]. Our observations of reduced glycolysis in Akt1-mediated muscle growth implies impaired myogenesis. However, since satellite cells account for only 3–5% of the total number of myofiber nuclei, their contribution to the observed changes in overall metabolite levels should be small. On the other hand, the activation of other cell types besides satellite cells, such as myofibroblasts, fibroblasts, pericytes, or endothelial cells, may contribute to the enrichment of pathways associated with cell cycle progression and the metabolic shift in the *Akt1*-transgenic muscle [56, 61]. In this regard, Akt-mediated muscle growth was associated with an activation of non-muscle isoforms of metabolic enzymes whereas the muscle isoforms were downregulated in the tissue. This switch from muscle to non-muscle isoform could reflect a metabolic adaptation associated with the de-differentiation of the muscle tissue. 

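Marker genes of fibroblasts and matrix rose, while those of endothelial cells and pericytes did not rise with them. Of 26 genes of fibroblasts and extracellular matrix, 21 were higher and none was lower (21 when adjusted over the list alone). Lox, which crosslinks collagen, lies on chromosome 18 of mm10 from 52517238 to 52529867, with a signal of 18087 ± 4374 (SD, n = 4 mice) in DTG muscle and 1383 ± 345 (SD, n = 4 mice) in MckrtTA muscle and a log2 fold change of 3.70 (standard error 0.23, adjusted p = 2.8e-06) from limma. Fibronectin, encoded by Fn1, rose by 3.71 (adjusted p = 3.0e-06) and tenascin, encoded by Tnc, by 4.77 (adjusted p = 4.1e-06). The median was 2.35 (adjusted p = 3.9e-09 from limma camera, and adjusted p = 0.381 with an estimated correlation), with 2.15 in lane 1 and 2.47 in lane 8. Of 15 endothelial markers 2 were lower and none was higher (the same number when adjusted over the list alone). These were the VEGF receptor genes Flt1 (-1.22, adjusted p = 8.9e-05) and Kdr (-1.05, adjusted p = 5.9e-05), and Kdr lost its call without control mouse 307 (-0.97). The endothelial median was -0.40 (adjusted p = 0.111 from limma camera, and adjusted p = 0.589 with an estimated correlation), with -0.32 in lane 1 and -0.48 in lane 8, and turned to 0.54 with equal totals, where 0 of the markers were lower and 1 higher. None was lower with a trimmed mean of log ratios or a median of ratios. Of 10 pericyte and smooth muscle markers, Rgs5 (-1.24), Kcnj8 (-1.34), Abcc9 (-1.24) and Myh11 (-1.50) were lower and Cspg4 (1.04) was higher, the last not without mouse 253 (0.88) or control 307 (0.99). Their median was -0.66 (adjusted p = 0.529 from limma camera, and adjusted p = 0.695 with an estimated correlation), with -1.11 in lane 1 and -0.15 in lane 8, and turned to 0.24 with equal totals, where 0 were lower and 2 higher.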

Alternatively, it could reflect greater recruitment of non-muscle cell types to the tissue, such as inflammatory cells, that predominantly express the non-muscle isoforms.

Akt1-mediate muscle growth led to a strong signature from inflammatory modulators in the DEG analysis. Notably, some of the enriched inflammatory pathways are known to be functional in skeletal muscle. For example, enriched DEGs occurred in the “production of nitric oxide and reactive oxygen species in macrophages” pathway. This category included both cytosolic and membrane bound subunits of NADPH oxidase in the Akt1- mediated muscle growth (*Nox4*, *gp*-*91 phox*, *p22 phox*, *p47 phox* and *p67 phox*). 

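Most genes of the phagocyte NADPH oxidase, which makes superoxide at the membrane, were higher. Of 8 oxidase genes tested, 7 were higher, none was lower and 1 was not called (7 when adjusted over the list alone). Cybb, which encodes gp91 phox, lies on chromosome X of mm10 from 9435252 to 9469324. Its signal was 6208 ± 3222 (SD, n = 4 mice) in DTG muscle and 217 ± 39.6 (SD, n = 4 mice) in MckrtTA muscle, a log2 fold change of 4.52 (standard error 0.51, adjusted p = 5.2e-05) from limma, and without mouse 253 the log2 fold change was 5.12. The cytosolic subunit gene Ncf1 (p47 phox) rose by 4.24 (adjusted p = 9.9e-07). Cyba (p22 phox) rose by 3.07 (adjusted p = 4.8e-06) and Nox4, the form of non-immune cells, by 1.95 (adjusted p = 0.000108). The median was 4.11 (adjusted p = 5.0e-05 from limma camera, and adjusted p = 0.224 with an estimated correlation), with 3.74 in lane 1 and 4.22 in lane 8.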

Increased membrane translocation of NADPH oxidase has been shown to be one of the key sources of reactive oxygen production in contracting muscle [62]. It has been proposed that growth factor-mediated transient increases in H_2_O_2_ can improve insulin sensitivity by inhibiting the action of protein tyrosine phosphatases [63, 64], consistent with the phenotype of the *Akt1* transgenic mouse. Inflammation responses have also been associated with muscle hypertrophy in a number of studies, and it is thought to influence muscle regeneration by directly affecting satellite cells and indirectly through the modulation of angiogenesis and fibrosis [65, 66].

There is mounting evidence that skeletal muscle is an endocrine tissue capable of releasing bioactive peptides or proteins that have been referred to as “myokines” [25, 26]. In the current analysis we identified 240 differentially-regulated transcripts encoding a putative signal peptide and lacking of a transmembrane spanning domain. A number of the differentially regulated transcripts encode for proteins that have previously been shown to regulate muscle growth, satellite activation, or myogenesis (Fig. 7a). For example, the expression of insulin-like growth factor 1 transcript variant 2, (*Igf1*, uc007gqx.2, containing Class II signal peptide and terminating at exon5) is increased by 176-fold during the Akt1-mediated muscle growth. Igf1 is known to act both on muscle fibers and on activated satellite cells to induce hypertrophy [67]. Notably, clinical trials have demonstrated that recombinant human IGF-I administration can improve insulin sensitivity in type I or type II diabetes [68, 69]. 

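Lif, a cytokine gene of the interleukin 6 family, lies on chromosome 11 of mm10 from 4257568 to 4272514. Its signal was low in both groups, 100.3 ± 18.2 (SD, n = 4 mice) in DTG muscle and 38.0 ± 5.71 (SD, n = 4 mice) in MckrtTA muscle. This is a log2 fold change of 1.19 (standard error 0.20, adjusted p = 0.000522) from limma, higher in each of the 4 DTG mice (77.8 to 121) than in any control (32.5 to 45.8).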

We also found that leukemia inhibitory factor (*Lif*) transcripts are upregulated during Akt1-mediated muscle growth. Previous studies have shown *Lif* mRNA expression is modestly increased 6-h after resistance exercise in human muscle biopsy specimens and secreted into medium 3-h after electrical stimuli of myotubes [70]. Lif has been shown to promote myogenic cell proliferation [70], muscle glucose uptake [71], and is required for overload-induced muscle hypertrophy [72]. Myostatin (*Mstn*), a widely studied negative regulator of muscle growth [73], was downregulated 7.3-fold at the transcription level in Akt1-mediated muscle growth. These findings are consistent with a study showing that *Mstn* mRNA is downregulated by resistance exercise in human muscle [74].

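Mstn lies on chromosome 1 of mm10 from 53061663 to 53068079. Its signal was 2046 ± 344 (SD, n = 4 mice) in DTG muscle and 12999.5 ± 1341 (SD, n = 4 mice) in MckrtTA muscle, and the control mean was 6.35 times the DTG mean. The log2 fold change of -2.67 (standard error 0.13, adjusted p = 9.2e-07) from limma held in sign under each scaling, at -1.72 with equal totals. Every DTG mouse, with 2548 at most, stood below every control, with 11433 at least.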

It was of interest to assess whether the *Akt1* transgenic model was capable of regulating transcripts in muscle that could potentially be involved in bone homeostasis. The analysis also identified several regulated transcripts encoding for proteins implicated in bone growth and protection (Fig. 7b). 

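Cthrc1, a secreted matrix gene of activated fibroblasts, lies on chromosome 15 of mm10 from 39076932 to 39087119. Its signal was 1603 ± 1058 (SD, n = 4 mice) in DTG muscle and 22.1 ± 8.71 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 72.4 and a log2 fold change of 5.25 (standard error 0.65, adjusted p = 9.1e-05) from limma. Mouse 253 stood at 243 and the other DTG mice at 1590.2 to 2821. Without mouse 253 the log2 fold change was 6.00.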

Collagen triple helix repeat containing 1 (*Cthrc1*) transcript increased 84-fold in Akt1-mediated muscle growth. *Cthrc1* encodes for a secreted protein that was first identified to increase bone mass by regulating osteoblast proliferation and differentiation [75]. Recent studies also show that this factor has a metabolic function, as whole-body *Cthrc1* deficiency will promote liver steatosis and increased subcutaneous fat mass [76, 77]. 

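Bgn, a small proteoglycan gene of the matrix, lies on chromosome X of mm10 from 73483635 to 73495936. It was abundant in both groups, with a signal of 59339.8 ± 23915 (SD, n = 4 mice) in DTG muscle and 5351 ± 816 (SD, n = 4 mice) in MckrtTA muscle. The ratio of means was 11.1, with a log2 fold change of 3.36 (standard error 0.32, adjusted p = 2.1e-05) from limma. Its rise was larger than the spread between mice, with 26202 in the lowest DTG mouse and 6058 in the highest control.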

Another example is biglycan (encoded by *Bgn*) that is induced 11-fold by Akt1 in muscle. Biglycan is a member of small leucine-rich proteoglycan family that is abundantly expressed in mineralized tissues. Whole-body *Bgn*-deficient mice display defective bone formation and mineralization [78], and biglycan has been shown to promote proper blood vessel formation during fracture repair [79] and regulate muscle-tendon formation during development [80]. It has also been shown that biglycan impedes progression of atherosclerosis by mitigating thrombin activities and inflammation, suggesting that this factor can have other systemic actions [81].

Akt1-mediated muscle growth leads to the increased expression of several transcripts encoding metabolic-regulatory proteins (Fig 7c). Among these, the transcript encoding *Fgf21* was robustly upregulated (250-fold), consistent with a previous report [82]. 

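Fgf21, a hormone gene that stressed muscle can switch on, lies on chromosome 7 of mm10 from 45613890 to 45615490. Its signal was 75.5 ± 18.0 (SD, n = 4 mice) in DTG muscle. In the controls it was listed at 0 in 3 mice and at 2.25, the value of 1 read, in mouse 280. The DTG libraries held about 215 reads of the gene, so the ratio of reads after scaling was 115 with a 95% counting interval from 20.5 to 4579.8, and the ratio of means was 134. That interval leaves out the spread between mice. Limma called the gene higher (adjusted p = 8.5e-06), and its fitted fold change depends on the amount added before the logarithm.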

Fgf21 functions as a metabolic regulator capable of lowering blood glucose in animals with diabetes, although this effect was not observed in clinical trials [83]. It has also been shown that Fgf21 induction decreases plasma triglycerides in rodent and human [84, 85], and that it has cardio-protective actions in mice [86]. It has been reported that serum FGF21 level increased 1 hour after a moderate to high intense treadmill exercise [87], but several reports suggested that liver instead of the skeletal muscle is the main endogenous source after exercise. In addition, Meteorin-like protein (*Metrnl*) was upregulated during Akt1-induced muscle growth. 

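Metrnl, whose product circulates after exercise, lies on chromosome 11 of mm10 from 121702427 to 121717389. Its signal was 2195 ± 587 (SD, n = 4 mice) in DTG muscle and 315 ± 113 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 6.98 and a log2 fold change of 2.79 (standard error 0.25, adjusted p = 1.6e-05) from limma. The lowest DTG mouse, at 1766, was above the highest control, at 476.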

Meteorin-like protein was shown to be induced in muscle by the overexpression of *PGC1*-α*4* [38]. This factor can be induced in human muscle after a bout of combined resistance and endurance exercise, and it is secreted into circulation in mice after an acute bout of downhill running exercise. In addition, several myokines identified from the transcriptome data in Akt1-mediated muscle growth have been previously shown to regulate energy homeostasis by controlling patterns of feeding and neural circuits. For example, *Bdnf*, a member of the neurotrophin family, increased 153-fold at the mRNA level in the Akt1-mediated muscle growth. Both human and mouse data showed that decreased brain-derived neurotrophic factor (BDNF) is associated with the hyperphagia, development of obesity and neurodegenerative disease [88, 89]. 

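Bdnf lies on chromosome 2 of mm10 from 109674700 to 109727043. Summed over the gene, its signal was 166 ± 107 (SD, n = 4 mice) in DTG muscle and 53.7 ± 6.22 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 3.09. With all mice the log2 fold change of 1.28 (standard error 0.38, adjusted p = 0.0129) from limma was not a call. Mouse 253 stood at 70.7, little above the control range of 45.8 to 59.3, and the other DTG mice at 114 to 316. Without mouse 253 Bdnf was called higher, at 1.59 (adjusted p = 0.000879), as it was with equal totals, at 2.12 (adjusted p = 0.00330). The deposited values hold 1 sum per gene, so the isoform of Table S5 has no value here.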

BDNF and its cognate receptor TrkB have been implicated to regulate food intake and appetite by targeting at ventromedial nuclei in the hypothalamus and dorsal vagal complex in the brainstem [89, 90]. Multiple tissues and cell types express BDNF [90]. In skeletal muscle, BDNF overexpression increases fatty acid oxidation in an AMPK-dependent manner and circulating BDNF is increased after exercise [39]. *Fndc5*, the transcript that encodes the putative irisin precursor protein, decreased 2-fold in transcript level in the Akt1-mediated muscle growth. 

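Fndc5 lies on chromosome 4 of mm10 from 129137060 to 129144593. Its signal was 3326 ± 641 (SD, n = 4 mice) in DTG muscle and 6642 ± 1263 (SD, n = 4 mice) in MckrtTA muscle, and the control mean was 2.00 times the DTG mean. The log2 fold change of -0.99 (standard error 0.17, adjusted p = 0.000614) from limma passed the fold minimum of 1.5 that the study set for secreted factors and fell just short of the minimum of 2 used here. It reached 2 without mouse 253 (-1.004), 306 (-1.11), 280 (-1.0998) or 307 (-1.04). With equal totals it stood at -0.05.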

Although controversial, modest increases in circulating irisin levels were observed after exercise training in both mouse and human [91], and it is reported to improve cognitive function by inducing BDNF and other neuroprotective genes in hippocampus [92].

Akt1-mediated muscle growth also led to the induction of several factors that are known to regulate cardiovascular function (Fig. 7d). Several of these have been shown to be protective in models of myocardial ischemia-reperfusion injury including Il1rn, Fstl1, Isg15, Plat, Ncub2 and Sod3. 

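Il1rn, which encodes the antagonist of the interleukin 1 receptor, had the largest rise of this group. It lies on chromosome 2 of mm10 from 24336860 to 24351491, with a signal of 1046 ± 534 (SD, n = 4 mice) in DTG muscle and 3.90 ± 1.58 (SD, n = 4 mice) in MckrtTA muscle and a log2 fold change of 6.12 (standard error 0.32, adjusted p = 1.4e-06) from limma, which depends on the 10 added to its few control reads. The interferon-induced ubiquitin-like gene Isg15 rose by 1.86 (standard error 0.24, adjusted p = 0.000123). Nucb2, the precursor gene of nesfatin, rose by 1.70 (standard error 0.21, adjusted p = 9.8e-05), and Sod3, the extracellular superoxide dismutase gene, by 1.35 (standard error 0.16, adjusted p = 8.2e-05). Each of the 4 genes was higher in every DTG mouse than in every control.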

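Fstl1, a secreted glycoprotein gene, lies on chromosome 16 of mm10 from 37777055 to 37836516. Its signal was 28432 ± 11809 (SD, n = 4 mice) in DTG muscle and 5082 ± 680.4 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 5.59 and a log2 fold change of 2.37 (standard error 0.31, adjusted p = 0.000130) from limma. Mouse 253, at 12962, was the lowest of the DTG mice and lay above the highest control, at 5977.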

Notably, the transcript encoding for follistatin-like 1 (*Fstl1*) increased by 5.7-fold during Akt1-mediated muscle growth. FSTL1 is upregulated in skeletal muscle by strength-training in individuals [93], and increased circulating FSTL1 was found after 60 min of cycling exercise [37]. Numerous studies have shown that Fstl1 has cardiorenal-protective properties [94]. 

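Plat encodes tissue plasminogen activator and lies on chromosome 8 of mm10 from 22757744 to 22782848. Its signal was 2250.3 ± 304 (SD, n = 4 mice) in DTG muscle and 610.2 ± 65.2 (SD, n = 4 mice) in MckrtTA muscle, a ratio of means of 3.69 and a log2 fold change of 1.86 (standard error 0.13, adjusted p = 3.9e-06) from limma. The 4 DTG mice ranged from 1987 to 2587 and the controls from 531 to 691.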

*Plat* mRNA was increased 3.5-fold in the transgenic muscle. *Plat* encodes tissue-type plasminogen activator (t-PA), which converts the zymogen plasminogen into proteolytically active serine protease plasminogen that degrades fibrin clots and has been shown to be an effective acute treatment in acute myocardial infarction [95]. Elevated circulating t-PA has been shown after both acute endurance and resistance exercises in human [96]. Although endothelium is the main site of t-PA production, t-PA is present at low levels in normal mouse muscles and it is induced during muscle regeneration [97]. This transcriptomic analysis of muscle-specific *Akt1* transgenic mice identified a number of putative myokines that are regulated during fast-twitch/glycolytic muscle growth. While several of these myokine candidates have been studied previously, the majority of these proteins have yet been characterized in the context of muscle growth or cardio-metabolic regulation.

## Conclusion

In summary, we have utilized an inducible, muscle-specific *Akt1*-transgenic mouse system to characterize metabolic and gene expression profiles associated with fast-twitch muscle growth. These results revealed that muscle growth was accompanied by reduced glycolysis and oxidative phosphorylation, and the activation of pathways that favor the biosynthesis of macromolecules. Previous work with this model of muscle growth have documented enhanced sarcolemma stability during muscle degeneration, improved whole-body metabolism in diet-induced obesity, and tissue protection in models of heart failure and kidney injury. Unbiased profiling identified numerous transcripts encoding secreted proteins that may confer some of the systemic protective actions of fast-twitch skeletal muscle.

## Additional files

Additional file 1: Figure S1. Doxycycline led to a significant induction in AKT1 and growth in gastrocnemius from DTG mice. (PDF 113 kb)
Additional file 2: Table S1. List of differentially expressed genes in gastrocnemius muscles from MckrtTA and DTG mice. (XLSX 726 kb)
Additional file 3: Table S2. List of differentially expressed metabolites in gastrocnemius muscle in MckrtTA and DTG mice. (XLSX 31 kb)
Additional file 4: Figure S2. A schematic representation of gene expression changes in the oxidative phosphorylation pathway. (PDF 590 kb)
Additional file 5: Table S3. List of down-regulated genes in oxidative phosphorylation pathway in DTG mice compared to MckrtTA mice. (XLSX 44 kb)
Additional file 6: Figure S3. Level of purine (A) or pyrimidine (B) metabolites in the gastrocnemius muscles. (PDF 35 kb)
Additional file 7: Table S4. Excel data source file for Table 1 with DEG names. (XLSX 36 kb)
Additional file 8: Figure S4. Cell cycle regulator-mediated signaling and embryonic myogenesis are activated in Akt1-mediated muscle growth. (PDF 483 kb)
Additional file 9: Table S5. Full list of secreted proteins altered by Akt1-mediated muscle growth. (XLSX 64823 kb)
Additional file 10: Table S6. GO analysis of the secreted proteins altered in Akt1-mediated muscle growth. (XLSX 46 kb)

## Abbreviations

Akt1: RAC-alpha serine/threonine-protein kinase (PKB alpha)
Angptl4: Angiopoietin-like factor 4
BCAA: Branched chain amino acid
Bdnf: Brain-derived neurotrophic factor
Ccnd1: Cyclin D1
Cthrc1: Collagen triple helix repeat containing 1
DEG: Differentially expressed genes
DTG: 1256 [3Emut] Mck-rtTA and TRE-myrAkt1 double transgenic mice
Fndc5: Fibronectin type III domain containing 5 (Irisin)
Fgf21: Fibroblast growth factor 21
Fstl1: Follistatin like 1
G6pdx: Glucose-6-phosphate dehydrogenase
GO: Gene ontology
GSN: Gastrocnemius muscle
Igf1: Insulin like growth factor1
Ile: Isoleucine
IPA: Ingenuity pathway analysis
Lcn2: Lipocalin 2
Leu: Leucine
Lif: Leukemia inhibitory factor
MckrtTA: 1256 [3Emut] Mck-rtTA single transgenic mice
Metrnl: Meteorin-like protein
mTOR: Mechanistic target of rapamycin
MyHC: Myosin heavy chain
Myod1: Myogenic differentiation 1 (MyoD)
Myog: Myogenin
NADPH: Nicotinamide adenine dinucleotide phosphate-oxidase
P70S6K: Ribosomal protein S6 kinase beta-1
PGC1α: Peroxisome proliferator-activated receptor gamma, co-activator 1 alpha
Pgd: Phosphogluconate dehydrogenase
PPP: Pentose phosphate pathway
R5P: Ribose 5 phosphate
RNA-seq: RNA sequencing
STG: 1256 [3Emut] Mck-rtTA or TRE-myrAkt1 single transgenic mice
Svep1: Sushi, von Willebrand factor type A, EGF and pentraxin domain containing 1
TCA: Tricarboxylic acid cycle
Val: Valine

How the deposited data were processed for this re-analysis (not part of the article)

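RNA of the gastrocnemius of 8 mice was measured, 4 DTG and 4 MckrtTA mice aged 4 months, all after 2 weeks of doxycycline at 0.5 mg/ml. The condition of each library comes from the genotype in its deposited label and its lane from the run name there. Lane 1 holds DTG mice 253 and 283 and MckrtTA mice 255 and 281, and lane 8 holds DTG mice 282 and 306 and MckrtTA mice 280 and 307. The labels and the methods name different HiSeq models, 2000 and 2500.

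The authors removed adaptors, mapped paired reads to mm10 transcripts with RSEM version 1.1.13 and scaled the estimated reads of each gene by the upper quartile of its library before they deposited them as signal values. The labels name BWA as well, without a version. In the deposited table the 75th percentile over all 30743 genes, zeros included, is 1000 in each library. The authors compared the groups with the exact test of edgeR on reads, which the deposited table does not hold. Gene symbols that a spreadsheet had turned into dates were restored for 25 genes from their deposited descriptions. The most frequent value above 0 in a library was taken as the value of 1 read. Since 88.3% to 89.6% of low values lay within 0.1 of a whole number of reads, whole reads were not recovered and tests on counts were not run.

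Estimated reads per library were 45.6 to 58.6 M, with a median of 50.7 M in DTG and 52.6 M in MckrtTA libraries. A gene that a control library lists at 0 had under 1 read there, a signal of less than 2.25 to 2.97. Genes above 0 in 1 or more libraries numbered 20667, and 17269 had 3 reads in 3 libraries. The mitochondrial genome took 12.9% of the signal in DTG and 18.4% in MckrtTA libraries on average.

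The design was set before the data were examined. The log2 of the signal plus 10 was fitted in R 4.3.3 with limma 3.58.1, with variances moderated along a trend of the mean and no covariate, for the 15073 genes with a signal of 25 or more in 3 or more of the 8 libraries. That minimum was set on the assumption that 1 read is worth more signal than it turned out to be, and it is stricter than the minimum of 3 reads that the authors used. A gene was called with a Benjamini-Hochberg adjusted p under 0.005 and a fold change of 2 or more. Lists of genes were tested with limma camera at a preset correlation between genes of 0.01, adjusted over 62 lists, and again with the correlation estimated from the data. The lists were written with the paper's tables already read, and those taken from the paper's text and its Tables S3, S4 and S5 were chosen by the study on these libraries.

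Genes are named by a rule set with the design. It takes Akt1, the genes that the paper names for its RNA-seq, the 15 largest rises and 15 largest falls among called genes with separate groups and a mean of 1000 or more in the higher group, the 4 members of each list with the smallest adjusted p, and any called member that moves against its list. Values in the paper's tables had been seen when the rule was written. Where 5 or fewer members of a list were called all are named, which was decided after the values were seen. Some genes that these rules take are not reported.

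Alternatives changed the amount added before the logarithm to 1 or 50, the minimum signal to a value above 0 in 1 library or to 100, the scaling to equal totals, to a trimmed mean of log ratios or to a median of ratios, the moderation, the thresholds and the lanes used, added the lane as a covariate, and left out each mouse in turn. A minimum of 3 reads in 3 libraries was added after the values were seen. The gene test was tested on simulated data for 14369 genes, where the test called 100% of genes changed 4 fold, 100% of those changed 2.5 fold and 0 unchanged genes. All simulated libraries were drawn from the control means with the same small spread. In them 200 genes with a control mean of 100 or more were changed, as many up as down. Such data lack the gap in totals and the outlying mouse of the real libraries, so the result does not extend to these. Deposited sheets other than the gene table, the isoform rows of Table S5 and the copy of Table S1, which holds 1791 genes and is incomplete, entered no test, and 0 columns of libraries were left unused.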

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

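The tests of lane, of depth and of unlogged values for mouse 253 were chosen after the result was seen. For each named gene and group of 4 mice, a mouse stands out here when its gap to the nearest other mouse, as a share of the range of the group, passes Dixon's limit for 4 values. That holds in 28 of 487 groups, where chance gives about 1 in 20 groups, or 24.4. DTG mouse 253 is the mouse in 19 of them, a share that was not tested against chance, since genes of 1 mouse can move together.

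Mouse 253 lay above the other DTG mice for Arg1 (5889 against 589 to 815), Nos1 (1129 against 317 to 371), Hk2 (49659.8 against 11968 to 14832), Taldo1 (5576 against 4916 to 5018), Odc1 (80020.4 against 22842 to 26827), Nr1d2 (5773 against 3476 to 3645), Rpa2 (1805 against 1200 to 1268) and Tab2 (9235 against 7114 to 7413). It lay below them for Mpeg1 (6123 against 26770 to 31517), Postn (22172 against 111516 to 128490), Hk3 (360.4 against 1020.0 to 1195), Top2a (719 against 2805 to 3530.2), Myh3 (939 against 23988 to 42066), Tlr9 (162 against 539 to 602), Cybb (1453 against 7279.8 to 8596), Psat1 (1192 against 1993 to 2171), Vcam1 (551 against 2053 to 2418), Rrm2 (637 against 1649 to 1960.4) and Cd4 (16.8 against 319.7 to 381). Among the controls, single mice stood out for Ndufa1 in mouse 280 (7479 against 8352 to 8420.4), Pgd in mouse 281 (1352 against 1553 to 1566), Bcat1 in mouse 255 (46.4 against 32.4 to 34.4), Chrna1 in mouse 280 (1664 against 2146 to 2207), Tlr4 in mouse 281 (441 against 285 to 302), Tlr7 in mouse 307 (50.4 against 89.9 to 100.3), Pdia4 in mouse 255 (1371 against 1187 to 1211) and Cd74 in mouse 307 (1911 against 2261 to 2334). Fgf21 had its 1 control read in mouse 280 (2.25) and is listed at 0 in the others.

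On unlogged signal, mouse 253 lies nearer the control mean than the mean of the other DTG mice in 3979 of 5964 genes higher on equal totals without it, with a median position of 0.348 on the way from the controls, and of 0.554 in log2 signal. RNA of unaffected muscle mixed into its library would place each gene list at about the same position between the groups in unlogged signal, but on equal totals the list medians lay 0.764 apart there, from lipid and sterol synthesis to satellite cell genes. The gap of 0.822 in log2 signal, from denervation genes to satellite cell genes, does not count against a mixture, which has no single position on that scale. In 575 of those genes it lay above the mean of the other DTG mice. The lane is no cause for the whole pattern, since DTG mouse 283 of lane 1 lay 1.06 times as far from the controls on the first component as the lane 8 DTG mice, and mouse 253 0.727 times. Its depth of 54.0 M reads is within the range of the other libraries, and an earlier or weaker stage of the response remains possible but was not tested.

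Lists for which the paper gives no values moved too, although it discusses fibroblasts and matrix and names a pathway of dendritic cells. Their median log2 fold changes are given with the medians in lane 1 and in lane 8 in brackets, and in limma camera they had adjusted p = 3.9e-09 to 0.0226, and adjusted p = 0.158 to 0.589 with an estimated correlation. They fell for glycogen metabolism, -1.75 (-1.55 and -1.92), mitochondrial ribosome, -0.71 (-0.67 and -0.73), fatty acid oxidation, -0.81 (-0.95 and -0.83), fast fibre genes, -1.82 (-1.69 and -1.97), sarcomere and excitation, -1.63 (-1.52 and -1.69), and the circadian clock, -1.31 (-1.27 and -1.17). They rose for ATF4 targets, 0.57 (1.02 and 0.24), a median that was 0.18 without mouse 253 and 0.43 without Fgf21, ER chaperones, 0.73 (0.75 and 0.60), denervation and junction genes, 2.48 (2.75 and 2.12), neutrophils, 2.96 (2.64 and 3.16), T cells, 1.87 (1.44 and 2.29), dendritic cells, 1.68 (1.25 and 1.89), MHC class II, 3.52 (2.85 and 4.23), the interferon response, 1.17 (0.62 and 1.69), and fibroblasts and matrix, 2.35 (2.15 and 2.47). With equal totals the mitochondrial ribosome turned to 0.24 and fatty acid oxidation to 0.14, and the other medians kept their sign.

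Other splits of the 8 mice do not reach the real counts. Each other split mixes DTG and control mice in both groups, which adds spread within groups and makes a low count likely beforehand. With 35 splits no share under 1 of 35 can be reached, so they do not exclude chance. The 2207 higher and 2405 lower genes are reached by 1 of 35 splits each, the real one, and the highest other count is 0.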

How the results depend on the processing

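The minimum of 3 reads in 3 libraries was chosen after the values were seen, and the other settings were set with the design. No paired analysis was possible, since the labels give no litter and the groups share no replicate number. The paper describes the controls as littermates, so any pairing by litter is left out. Tests on whole reads, namely edgeR's quasi-likelihood test with TMM or with upper-quartile factors, edgeR's exact test and DESeq2, were not run, since whole reads could not be recovered. The cause was not tested where a setting below changes a result.

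Genes higher in DTG numbered 2207. They numbered 4640 with equal totals, 54 in lane 1 only and 3858 at an adjusted p under 0.05 with no fold minimum, and 1882 to 2761 with each mouse left out in turn. Genes lower in DTG numbered 2405. They numbered 301 with equal totals, 1401 with a trimmed mean of log ratios, 1281 with a median of ratios, 4 in lane 1 only and 6645 at the loose threshold, and 2090 to 2878 with each mouse left out. With the minimum of 3 reads, 17269 genes were tested, and 2329 were higher and 2447 lower.

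Counts of lower members of the metabolic lists depend on the scale. In lane 1, with 2 mice per group, the counts fell to 0 while the list medians stayed near those of all mice, at -1.199 against -1.26 for the TCA cycle, -1.096 against -1.11 for oxidative phosphorylation and -1.33 against -1.29 for BCAA degradation. The glycolysis list named muscle isoforms had 8 lower. The count was 5 under no filter, 0 with equal totals, 4 with a median of ratios and 0 in lane 1 only. With each mouse left out it was 5 to 11 (5 without 280, 281, 307, 282 or 306, 11 without 253). The TCA cycle had 20 lower, with 1 under equal totals, 12 under a trimmed mean, 9 under a median of ratios and 0 in lane 1 only (15 to 21 with each mouse left out). Oxidative phosphorylation had 60 lower, with 0, 20, 15 and 0 in the same order (43 to 70). BCAA degradation had 22 lower, with 0 under equal totals, 13 under a median of ratios and 0 in lane 1 only (20 to 24). Secreted genes of Table S5 had 57 lower, with 17 under equal totals and 0 in lane 1 only (54 to 58).

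For the 7 lists in this paragraph, the count of higher members moved by over 1.5 times in lane 1 only, apart from the myogenic list, which also did so without moderation. Lane 1 has 2 mice per group, 1 of them mouse 253, and the list medians there were still 2.98 against 3.22 for the cell cycle and 4.39 against 4.72 for macrophages. There the higher members numbered 0 against 6 for non-muscle isoforms of glycolysis (6 to 6 with each mouse left out), 0 against 39 for the cell cycle (39 to 41), 3 against 11 for the myogenic list (8 to 13, and 5 without moderation), 3 against 25 for macrophages (25 to 25), 2 against 24 for cytokines (21 to 24), 5 against 20 for receptors (20 to 22) and 9 against 143 for secreted genes (137 to 146). Of 62 lists, 42 passed 0.05 at the preset correlation, 39 to 43 with each mouse left out, and 0 with an estimated correlation.

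Among the named genes, the sign turned for 6 that were not called, each with equal totals. Pkm stood at 0.10 there, Sdhd at 0.016, Ndufb7 at 0.23, Cat at 0.073, Taldo1 at 0.54 and Hibch at 0.035.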

Differences from the paper's values

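The values of the paper for single secreted factors were checked for their scale first. Those for Bdnf, Fgf21, Bgn, Mstn, Fstl1 and Plat in its text equal rows of its Table S5, which lists transcript isoforms, while the values here are sums over each gene.

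For Bdnf the paper gives a fold increase of 153, and the fitted fold here was 2.43. It differs under each alternative set before the data were examined. For Fgf21 the paper gives 250, against a fitted fold of 7.99, which differs under each alternative set before the data were examined in which the gene was tested. The controls hold 1 read of it in all, so the amount added before the logarithm sets that fold, with 55.8 for 1 and 2.46 for 50. The ratio of group means was 134, for which no alternative was run, and the ratio of reads was 115 with a 95% counting interval from 20.5 to 4579.8, which holds the value of the paper. With 1 control read that interval is wide, and it leaves out the spread between mice, so it hardly tests that value. For Cthrc1 the paper gives 84 and the fitted fold here, with 10 added to each signal, was 38.1, while the ratio of group means was 72.4, within 1.5 times the value of the paper. Of the alternatives set before the data were examined, the gap is within 1.5 times or the spread of mice with an added signal of 1 (53.4), equal totals (65.1), a trimmed mean of log ratios (44.0), a median of ratios (45.1), lane 8 only (59.8), without control 255 (42.9) and without mouse 253 (63.8), and it differs under the rest. For Pfkm the paper gives an FDR of 0.00539 and the adjusted p here was 0.000364. It differs under each alternative set before the data were examined, with 0.00270 without moderation and 0.135 in lane 1 only.

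The paper counts several genes as changed that are not called here. Ndufb7 was lower (-0.72, standard error 0.10, adjusted p = 0.000170), under the fold minimum in each of the other settings run that has one. Cat was lower (-0.88, standard error 0.20, adjusted p = 0.00388) and was called without control mouse 281 (-1.07). Bdnf was higher (1.28, standard error 0.38, adjusted p = 0.0129) and was called without mouse 253 (1.59) and with equal totals (2.12). An adjusted p under 0.05 with no fold minimum calls all 3. Fndc5 (-0.99, standard error 0.17, adjusted p = 0.000614) missed the fold minimum of 2 used here and passed that of 1.5 which the paper sets for secreted factors. Mybpc3, Il1a, Ccr4 and Ccr6 were below the minimum signal. Without a filter their fitted values were 0.97 (adjusted p = 0.000779), 0.98 (adjusted p = 0.00396), 0.38 (adjusted p = 0.106) and 0.68 (adjusted p = 0.000322), each below a fold of 2. With 10 added to signals this low a fold of 2 can hardly be reached, so the lack of a call says nothing about these 4 genes. The same holds for the minimum of 3 reads, chosen after seeing the values, which called none of them. The paper's counts of higher and lower genes, 2009 and 2218, add up to 4227 and its total is 4027, against 2207, 2405 and 4612 here at its thresholds, all within 1.5 times. The copy of its Table S1 held here has 1791 genes, of which 190 carry an FDR above 0.005, with 0.00998 as the highest. Of those genes 1753 were tested here and 1743 were called.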

Other observations

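The polyamine genes beyond Amd1 and Smox were chosen after their values were seen. On the deposited scale, transcripts of the contractile and glycogen machinery were lower in DTG muscle. Of 16 fast fibre genes 12 were lower, and 7 without mouse 282 or without mouse 306. Among them the alpha-actinin gene Actn3 fell by 2.41 (adjusted p = 4.4e-05 from limma) and the calcium release channel gene Ryr1 by 1.98. Of 23 genes of sarcomere and excitation 19 were lower, with the junctophilin gene Jph1 down by 2.15. Of 15 genes of glycogen metabolism 11 were lower, where Ppp1r3a, which targets a phosphatase to glycogen, fell by 2.51, the phosphorylase kinase gene Phkg1 by 2.65 and Epm2a, which keeps glycogen soluble, by 1.97. In fatty acid oxidation 9 of 25 were lower, or 6 without mouse 255 or without mouse 283, where Acadm fell by 1.48 and Cpt1b by 1.38, and in the mitochondrial ribosome 10 of 76, or 7 to 16 with each mouse left out and the highest without mouse 253, where Mrpl23 fell by 1.09. Of 15 clock genes 8 were lower, and Hlf fell by 3.12, Nr1d2 by 1.93 and Cry1 by 1.40. With equal totals the lower genes of these 6 lists numbered 6 for fast fibres, 5 for sarcomere and excitation, 6 for glycogen, 0 for fatty acid oxidation, 0 for the mitochondrial ribosome and 1 for the clock, and none of the lists passed in limma camera with an estimated correlation (adjusted p = 0.509 to 0.589). Of 11 slow fibre genes 2 were lower and none was higher, and no gene was lower when adjusted over the list alone. Their median was -0.61, with -1.33 in lane 1 and 0.06 in lane 8 (adjusted p = 0.653 from limma camera), and 0.33 with equal totals. The paper reports larger type IIb fibres and a larger share of them by staining, so the falls here do not measure a loss of fast fibres.

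Genes that muscle turns on after loss of its nerve rose although no nerve was cut, 9 of 17 tested. The list shares members such as Chrng with the list of myogenic differentiation and embryonic isoforms, so its rise is not a separate result from the rise of that list. The acetylcholine receptor genes Chrnd and Chrng rose by 4.28 (adjusted p = 6.7e-07) and 5.40, the last by 6.48 without mouse 253. Rapsn, which clusters those receptors, was the only lower member (-1.07, and -0.99 without mouse 253, where its call is lost), and 2 members were lower without mouse 280, 282 or 306. Of 8 Schwann cell genes 1 was higher, Egr2 (2.47), and 4 were lower, or 3 without control 281, among them Prx (-1.41) and Sox10 (-1.57). Of 22 ATF4 targets 7 were higher and 3 lower. The amino acid genes Asns (2.51), Psat1 (3.34) and Mthfd2 (2.34) and the stress gene Atf3 (2.64) rose, and Cth (-1.86), Chac1 (-2.94) and Cebpg (-1.0005) fell. The call of Chac1 is lost without any 1 mouse other than 253, without which it stood at -3.72, and its fall stayed at -2.53 to -3.05 in those 7 cases, and that of Cebpg without 280, 281, 282 (-0.89) or 283, any of which leaves 1 lower target. Of 19 ER chaperone genes 6 were higher, with Edem1 up by 1.93 and Pdia4 by 1.63, and 1 was lower, Herpud1 (-1.32). With equal totals none of these 4 lists had a lower gene, and the higher genes numbered 12 for denervation, 1 for Schwann cells, 12 for ATF4 targets and 15 for ER chaperones.

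In polyamine metabolism Sms fell by 1.50 along with Amd1 and Smox, whereas Sat1 rose by 1.91 and Srm by 1.03, or 0.83 without mouse 253, where its call is lost. Odc1 was not called (0.57). Reads of Amd1 can be shared with its near copy Amd2. Of 74 ribosomal protein genes 1 was higher, Rpl3 (2.20), and 1 was lower, Rpl34 (-1.09), whose call is lost without control 307 (-0.96) or mouse 282 (-0.99). With equal totals 17 of the 74 were higher and 0 lower, and the median moved from -0.10 to 0.85. Of 12 satellite cell genes 1 was higher, Vcam1 (2.17), whose call is lost without control 281 (2.14, adjusted p = 0.00519), and 1 was lower, Chrdl2 (-1.38), with 4 higher without mouse 253 and 2 without mouse 306. With equal totals 4 satellite cell genes were higher and 0 lower.

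Genes listed for immune cells other than macrophages rose as well, though no test separated them from expression in the macrophages themselves. Of 6 neutrophil genes tested 5 were higher in DTG, Csf3r (4.63), S100a8 (3.47), S100a9 (2.91), Retnlg (3.01) and Mmp8 (2.34), with a list median of 2.91 without the 1 gene with 3 or fewer reads over the controls. The granule genes Mpo, Elane, Ngp, Camp and Ltf were too low to test, with mean signals in DTG of 0.421 to 4.84, and are named after their values were seen. Of 9 dendritic cell genes 5 were higher, Itgax (5.58), Cd209a (1.68), Ccr7 (1.84), Flt3 (1.94) and Clec9a (1.80), the last lost without any 1 of mice 255, 280, 281, 282, 283 and 306 (adjusted p of up to 0.00762, at 1.54 to 1.83). Of 8 T cell genes 4 were higher, Lck (2.71), Cd3g (1.87), Cd2 (2.16) and Cd4 (3.38), and 7 were higher without mouse 253, with a list median of 1.74 without the 4 genes with 3 or fewer reads over the controls. Cd4 stood at 4.32 without that mouse and lost its call without any other 1 (adjusted p of up to 0.0126, at 3.03 to 3.46). Cd8a, also untested and named after its values were seen, had a mean signal of 14.4 in DTG and 12.5 in MckrtTA muscle. Of 7 genes of MHC class II 6 were higher, where Ciita rose by 4.10, H2-DMb1 by 3.57 and Cd74 by 3.49, and of 18 interferon targets 7 were higher, or 13 without mouse 253, where Mx1 rose by 3.71 and Oas1a by 3.44. With equal totals 17 interferon targets were higher, and 13 with a trimmed mean of log ratios or a median of ratios, while the higher genes numbered 6 for neutrophils, 7 for dendritic cells, 4 for T cells and 6 for MHC class II with equal totals. None of these 5 lists passed with an estimated correlation (adjusted p of 0.374 to 0.509). Adjusted over the list alone, the counts of all lists given here stay the same except for 1 higher gene of sarcomere and excitation and the 2 slow fibre genes, which lose their calls.

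A lower share of muscle RNA alone would raise the markers of each other cell type alike. The macrophage median lay 5.11 above the highest of the endothelial, pericyte, adipocyte and Schwann medians, far beyond that. The values are consistent with more macrophages, with more transcripts in each of them, or with both, which RNA of whole muscle does not separate. The paper states that DTG muscle stained for CD68 and F4/80 with little or no staining in control muscle, which bears on the number of cells, and it gives no count of them. Counting the stained cells per area, or sequencing sorted macrophages, would part the 2.

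The authors' scale may contribute much to the falls in metabolism. It moves all genes by about the same amount, so it does not by itself place a list below the other genes. Relative to the median of all genes, the TCA cycle lay at -0.996 and oxidative phosphorylation at -0.84, both past 0.05 in limma camera at the preset correlation but not with an estimated one (adjusted p = 0.509 for each), and all glycolysis genes together at -0.71 without passing (adjusted p = 0.851), so for glycolysis the scale cannot be told apart from a fall because its members go both ways. Whether the absolute amounts fell stays open for the other 2 lists, whose medians with equal totals were -0.31 and -0.16. The paper reports more total RNA per mg in DTG than in control muscle and calls a rise in rRNA the probable reason. How much of that RNA was mRNA is not given, so it does not settle the amounts per mg for these lists. Whether a few abundant muscle genes set the totals stays open, since the ratio of control to DTG totals was 1.91 with all genes and 1.52 without the 20 most abundant ones, with 1.48 to 1.61 when each mouse was left out. The methods name spike-in RNA added at the start of library preparation and removed from the reads, which does not measure RNA per mg of tissue. RNA of a known amount added per mg of tissue before library preparation would show which of the scales holds. A response to Akt1 in the fibres themselves is the biological alternative and was not tested apart from the arrival of other cells.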
